# On the genetic basis of tail-loss evolution in humans and apes

**DOI:** 10.1038/s41586-024-07095-8

**Published:** 2024-02-28

**Authors:** Bo Xia, Weimin Zhang, Guisheng Zhao, Xinru Zhang, Jiangshan Bai, Ran Brosh, Aleksandra Wudzinska, Emily Huang, Hannah Ashe, Gwen Ellis, Maayan Pour, Yu Zhao, Camila Coelho, Yinan Zhu, Alexander Miller, Jeremy S. Dasen, Matthew T. Maurano, Sang Y. Kim, Jef D. Boeke, Itai Yanai

**Keywords:** Mobile elements, Body patterning, Evolutionary developmental biology, Comparative genomics, Evolutionary genetics

## Abstract

The loss of the tail is among the most notable anatomical changes to have occurred along the evolutionary lineage leading to humans and to the ‘anthropomorphous apes’^1–3^, with a proposed role in contributing to human bipedalism^4–6^. Yet, the genetic mechanism that facilitated tail-loss evolution in hominoids remains unknown. Here we present evidence that an individual insertion of an Alu element in the genome of the hominoid ancestor may have contributed to tail-loss evolution. We demonstrate that this Alu element—inserted into an intron of the *TBXT* gene^7–9^—pairs with a neighbouring ancestral Alu element encoded in the reverse genomic orientation and leads to a hominoid-specific alternative splicing event. To study the effect of this splicing event, we generated multiple mouse models that express both full-length and exon-skipped isoforms of *Tbxt*, mimicking the expression pattern of its hominoid orthologue *TBXT*. Mice expressing both *Tbxt* isoforms exhibit a complete absence of the tail or a shortened tail depending on the relative abundance of *Tbxt* isoforms expressed at the embryonic tail bud. These results support the notion that the exon-skipped transcript is sufficient to induce a tail-loss phenotype. Moreover, mice expressing the exon-skipped *Tbxt* isoform develop neural tube defects, a condition that affects approximately 1 in 1,000 neonates in humans^10^. Thus, tail-loss evolution may have been associated with an adaptive cost of the potential for neural tube defects, which continue to affect human health today.

## Abstract (web summary)

An insertion of an Alu element into an intron of the *TBXT* gene is identified as a genetic mechanism of tail-loss evolution in humans and apes, with implications for human health today.

## Main

The tail appendage varies widely in its morphology and function across vertebrate species^4,6^. For primates in particular, the tail is adapted to a range of environments, with implications for the style of locomotion of the animal^11,12^. The New World howler monkeys, for example, evolved a prehensile tail that helps with the grasping or holding of objects while occupying arboreal habitats^13^. Hominoids—which include humans and the apes—however, lost their external tail during evolution. The loss of the tail is inferred to have occurred around 25 million years ago when the hominoid lineage diverged from the ancient Old World monkeys (Fig. 1a), leaving only 3–5 caudal vertebrae to form the coccyx, or tailbone, in modern humans^14^.

**Fig. 1:**
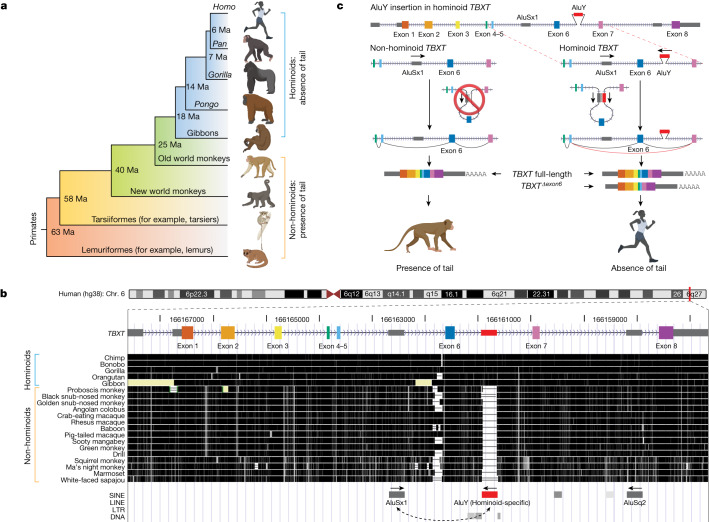
Evolution of tail loss in hominoids. **a**, Tail phenotypes across the primate phylogenetic tree. Ma, millions of years ago. **b**, UCSC Genome browser view^51^ of the conservation score through multi-species alignment at the *TBXT* locus across primate genomes. Exon numbering of human *TBXT* follows a conventional order across species without including the 5′ untranslated region exon. The hominoid-specific AluY element is highlighted in red. LINE, long interspersed nuclear element; LTR, long terminal repeat; SINE, short interspersed nuclear element. **c**, Schematic of the proposed mechanism of tail-loss evolution in hominoids. Primate images in **a** and **c** were created using BioRender (https://biorender.com).

It has long been speculated that tail loss in hominoids contributed to orthograde and bipedal locomotion, the evolutionary occurrence of which coincided with the loss of the tail^15–17^. Yet, the genetic mechanism that facilitated either tail-loss evolution or orthograde and bipedal locomotion in hominoids remains unknown. Recent progress in primate genome sequencing projects have made it possible to infer causal links between genotypic and phenotypic changes^18–20^, and have enabled the search for hominoid-specific genetic elements that control tail development^21^. Moreover, developmental genetics studies of vertebrates have led to the elucidation of the gene regulatory networks that underlie tail development^21,22^. For example, the Mouse Genome Informatics (MGI) database includes more than 100 genes identified from natural mutants and induced mutagenesis studies relating to the absence or shortening of the tail phenotype^22,23^ (Supplementary Data 1 and Methods). Expression of these genes, including the core factors for inducing mesoderm and definitive endoderm such as *Tbxt* (also called *T* or *Brachyury*), *Wnt3a* and *Msgn1*, is enriched in the development of the primitive streak and posterior body formation. Although perturbations of these genes may lead to the shortening or complete absence of the tail, the causal genetic changes that drove the evolution of tail-loss in hominoids remains unknown. Understanding the genetics of tail loss in hominoids may provide insight into the evolutionary pressure that led to human traits such as bipedalism.

## A hominoid-specific intronic AluY in *TBXT*

With the goal of identifying genetic variants associated with the loss of the tail in hominoids, we initially screened 31 human genes—and their primate orthologues—for which mutations are associated with the absence of an external tail (MGI database annotation ‘absent tail’; Supplementary Data 1 and Methods). We first examined protein sequence conservation between the hominoid genomes and their closest sister lineage, the Old World monkeys (Cercopithecidae). Failing to detect candidate variants in the coding regions of this gene set, we expanded the search in two ways: (1) adding 109 genes for which mutation in their mouse orthologues includes tail-reduction phenotypes annotated in the MGI as ‘vestigial tail’ or ‘short tail’; and (2) systematically screening for hominoid-specific variants in the entire gene region and their 10 kb upstream and downstream sequences (Supplementary Data 1 and Methods). Together, we detected 85,064 single nucleotide variants (SNVs), 5,533 deletions and 13,820 insertions that are hominoid-specific (Extended Data Fig. 1 and Supplementary Data 1–4). Among these changes, we identified nine protein-sequence altering variants—seven missense variants and two in-frame deletions—with predicted impacts on function (Supplementary Data 1 and Methods). However, these variants originated from genes that after perturbation influence more general growth and developmental defects as opposed to specifically tail-reduction phenotypes (Supplementary Data 1). Although we were not able to exclude the possibility that these variants might have contributed to tail-loss evolution in hominoids, we did not find additional supporting evidence to prioritize their experimental validation as a plausible genetic mechanism.

Examining non-coding hominoid-specific variants among the genes related to tail development (Methods), we recognized an Alu element in the sixth intron of the hominoid *TBXT* gene^7,8^ (Fig. 1b). This element had the following notable combination of features: (1) a hominoid-specific phylogenetic distribution; (2) presence in a gene known for its involvement in tail formation; and (3) proximity and orientation relative to a neighbouring Alu element. First, this particular hominoid-specific Alu element is from the AluY subfamily, a relatively ‘young’ but not human-specific subfamily shared among the genomes of hominoids and Old World monkeys. Moreover, the inferred insertion time—given the phylogenetic distribution (Fig. 1a)—coincides with the evolutionary period when early hominoids lost their tails^24^. Second, *TBXT* encodes a highly conserved transcription factor crucial for mesoderm and definitive endoderm formation during embryonic development^9,25–27^. Heterozygous mutations in the coding regions of *TBXT* orthologues in tailed animals such as mouse^7,28^, Manx cat^29^, dog^30^ and zebrafish^31^ lead to the absence or reduced forms of the tail, and homozygous mutants are typically non-viable.

Third, we inferred that the AluY insertion may mediate an alternative splicing (AS) event of the hominoid *TBXT* in an unusual way. This AluY element is not inserted in the vicinity of a splice site; instead, it is >500 bp from exon 6 of *TBXT*, the nearest coding exon (Fig. 1b). As such, it would not be expected, by itself, to lead to an AS event, as found for other individual intronic Alu elements near exon boundaries that directly affect splicing^32–34^. However, we noted the presence of another Alu element (AluSx1) in the reverse orientation in intron 5 of *TBXT* that is shared among all monkeys and apes (simians). Together, the AluY and AluSx1 elements form an exon-flanking inverted repeat pair (Fig. 1b). We therefore posited that during transcription, the hominoid-specific AluY element pairs with the simian-shared AluSx1 element to form a stem–loop structure in *TBXT* pre-mRNA and traps exon 6 in the loop (Fig. 1c). An inferred model of the RNA secondary structure supported the interaction between these two Alu elements^35^ (Extended Data Fig. 2). The secondary structure of the transcript may conjoin the splice donor and receptor site of exons 5 and 7, respectively, and promote the skipping of exon 6, thereby leading to a hominoid-specific and in-frame AS isoform: *TBXT*^*Δexon6*^ (Fig. 1c). We validated the existence of the *TBXT*^*Δexon6*^ transcript in humans and its corresponding absence in mice, which lacks both Alu elements, using a system for embryonic stem (ES) cell in vitro differentiation that induces *TBXT* expression similar to that present in the primitive streak of the embryo^36,37^ (Extended Data Fig. 3a–d and Supplementary Table 1). Considering the high conservation of *TBXT* exon 6 and its potential transcriptional regulation function but not the DNA-binding function^9,38^ (Extended Data Fig. 3e,f), we proposed that the AluY-insertion-induced TBXT(Δexon6) isoform protein disrupts tail elongation during embryonic development, which then contributes to the reduction or loss of an external tail (Fig. 1c).

## AluY insertion in *TBXT* induces AS

To test whether AluY—and its interacting counterpart AluSx1—are both required to induce the hominoid-specific AS of *TBXT*, we used CRISPR–Cas9 tool to generate human ES cell lines that individually deleted the hominoid-specific AluY element or the AluSx1 element (Fig. 2a, Extended Data Fig. 4a and Supplementary Tables 2–4). We adapted the human ES cell in vitro differentiation system to mimic the expression of *TBXT* in the embryo^36^ (Extended Data Fig. 3a). Deleting AluY almost completely eliminated the generation of the *TBXT*^*Δexon6*^ isoform transcript (Fig. 2b, middle). Similarly, deleting the interacting partner AluSx1 was sufficient to repress this alternatively spliced isoform (Fig. 2b, right). These results support the notion that the hominoid-specific AluY insertion induces a new *TBXT*^*Δexon6*^ AS isoform through an interaction with the neighbouring simian-shared AluSx1 element (Fig. 2c, top).

**Fig. 2:**
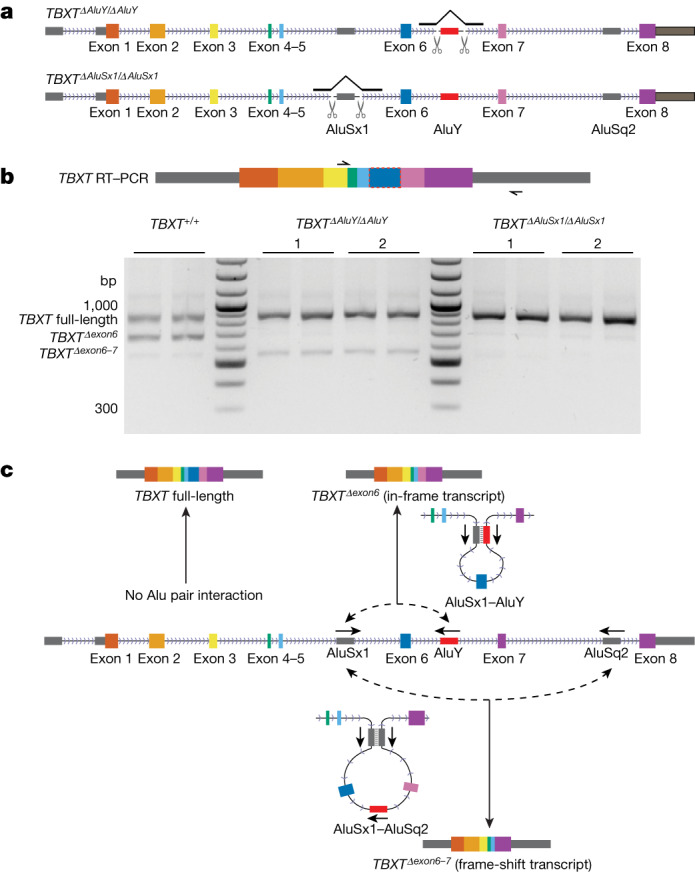
Both AluY and AluSx1 are required for inducing alternative splicing of *TBXT*. **a**, CRISPR-generated homozygous knockouts of the AluY element in *TBXT* intron 6 (top, *TBXT*^*ΔAluY/ΔAluY*^) and AluSx1 element in intron 5 (bottom, *TBXT*^*ΔAluSx1/ΔAluSx1*^) in human ES cells. **b**, RT–PCR results of *TBXT* transcripts isolated from differentiated human ES cell of wild-type, *TBXT*^*ΔAluY/ΔAluY*^ and *TBXT*^*ΔAluSx1/ΔAluSx1*^ genotypes. Each mutant line included two independent clones. All RT–PCR results were performed in technical duplicates. **c**, A schematic of inferred Alu interactions and the corresponding *TBXT* transcripts, which indicate that an AluY–AluSx1 interaction leads to the *TBXT*^*Δexon6*^ transcript. The *TBXT*^*Δexon6–7*^ transcript may stem from an AluSx1–AluSq2 interaction.

Notably, wild-type differentiated human ES cells also expressed a minor, previously un-annotated transcript that excludes both exons 6 and 7, which led to a frameshift and early truncation at the protein level (Fig. 2b, left, and Extended Data Fig. 4b). Whereas deleting AluY slightly enhanced the abundance of this *TBXT*^*Δexon6–7*^ transcript, deleting AluSx1 in intron 5 eliminated this transcript (Fig. 2b). This result may be best explained by a secondary interaction of the AluSx1 element with a distal and inverted AluSq2 element in intron 7. In this scenario, the secondary interaction would occur at a lower probability than the AluY–AluSx1 interaction pair (Fig. 2c, bottom). It is noteworthy that the distance between the *Alu*Sx1–AluY pair is substantially shorter (1,448 bp) than the AluSx1–AluSq2 distance (4,188 bp). Furthermore, the nascent transcript would favour formation of the former structure as there is a time period during which the AluSx1–AluY structure can form and the distal structure cannot; these factors could potentially explain the preferred formation of the *Δexon6* mRNA over *Δexon6–7* mRNA. These results provide further support to indicate that the interaction between intronic transposable elements induces AS of a key developmental transcriptional factor gene: *TBXT* (Fig. 2c).

## *Tbxt*^*Δexon6*^ expression induces tail loss

To test whether the *TBXT*^*Δexon6*^ isoform is sufficient to induce tail loss, we first used zygotic CRISPR targeting to generate a heterozygous mouse model (*Tbxt*^*Δexon6/+*^) that simultaneously expresses the *Tbxt*^*Δexon6*^ transcript and its full-length transcript (Fig. 3a,b, Extended Data Fig. 5a and Methods). *TBXT* is highly conserved in vertebrates, and human and mouse protein sequences share 91% identity with a similar exon and intron architecture^8^. We reasoned that we could simulate a *Δexon6* isoform by deleting exon 6 in mouse *Tbxt* and force the splicing of exon 5 to exon 7 (Fig. 3b,c). The *Tbxt*^*Δexon6/+*^ mouse therefore provides a model of the expression of *TBXT* in humans, which expresses both full-length and Δexon6 isoforms (Figs. 2b and 3b,c).

**Fig. 3:**
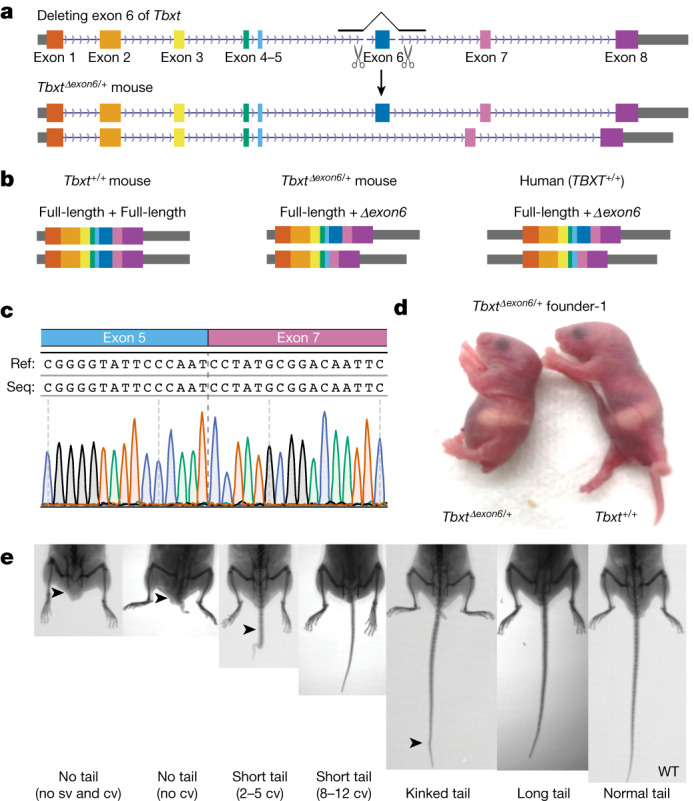
The *TBXT*^*Δexon6*^ isoform is sufficient to induce tail-loss phenotype. **a**, CRISPR design for generating the *Tbxt*^*Δexon6/+*^ heterozygous mouse model. **b,** Schematic of *TBXT* transcripts in human and mouse models. *Tbxt*^*Δexon6/+*^ mouse mimics *TBXT* gene expression products in humans. **c**, Sanger sequencing of the RT–PCR product confirmed that deleting exon 6 in mouse *Tbxt* leads to correct splicing by fusing exons 5 and 7. **d**, A representative *Tbxt*^*Δexon6/+*^ founder mouse (day 1) exhibiting a no-tail phenotype. Two additional founder mice are shown in Extended Data Fig. 5. **e**, *Tbxt*^*Δexon6/+*^ mice exhibit heterogeneous tail phenotypes, varying from no tail to long tails. cv, caudal vertebrae; sv, sacral vertebrae; WT, wild type; arrowheads highlight differences in tail phenotypes.

The phenotypes of *Tbxt*^*Δexon6/+*^ mice exhibited strong but heterogeneous tail morphologies, including no-tail and short-tail phenotypes (Fig. 3d,e and Extended Data Fig. 5b,c). Specifically, 21 out of the 63 heterozygous mice showed tail phenotypes, whereas none of their 35 wild-type littermates showed phenotypes (Table 1). The incomplete penetrance of phenotypes among the heterozygotes was stable across generations and founder lines: no-tail or short-tailed (*Tbxt*^*Δexon6/+*^) parents gave birth to long-tailed *Tbxt*^*Δexon6/+*^ mice, whereas long-tailed (*Tbxt*^*Δexon6/+*^) parents gave birth to mice with varied tail phenotypes (Table 1 and Extended Data Fig. 5b,c). These results provide further evidence that the presence of *TBXT*^*Δexon6*^ is sufficient to induce tail loss.

**Table 1:** Genotype and phenotype analyses of the F_2_ mice generated from intercrossing *Tbxt*^*Δexon6/*+^ parents

Genotype	Total no. of F_2_ mice	No. of mice with tail phenotype	Tail phenotype			Intercross (type 1)^a^	Intercross (type 2)^a^
			No tail	Short tail	Kinked tail		
*Tbxt*^*∆exon6/∆exon6*^	0	0	0	0	0	0	0
*Tbxt*^*∆exon6/*+^	63	21	4	9	8	17 (7)^b^	46 (14)^b^
*Tbxt*^+/+^	35	0	0	0	0	7 (0)^b^	28 (0)^b^

Note that tail phenotypes were categorized into no tail, short tail, kinked tail and long tail, as exemplified in Fig. 3e.

^a^For type 1 intercrossing, at least one of the parent mice has no tail or is short-tailed. For type 2 intercrossing, both parent mice are long-tailed.

^b^Numbers in parentheses indicate the total number of mice with tail phenotypes.

To control for the possibility that zygotic CRISPR targeting induced off-targeting DNA changes at the *Tbxt* locus, we performed Capture-seq^39^ covering the *Tbxt* locus and about 200 kb of both upstream-flanking and downstream-flanking regions (Extended Data Fig. 5d,e). Capture-seq did not detect any off-target mutations at the *Tbxt* locus across three independent founder mice, which supports our conclusion that the observed tail phenotype in *Tbxt*^*Δexon6/+*^ mice was derived from the *Tbxt*^*Δexon6*^ genotype.

## Inserting intronic sequences in mouse *Tbxt*

Although the heterozygous mouse model (*Tbxt*^*Δexon6/+*^) showed that expression of both full-length and Δexon6 splice isoforms can produce a tail-loss phenotype, it does not assess whether AS is the mechanism for its generation. We therefore sought to test whether AS in human *TBXT* induced by the pairing of AluY and AluSx1 can be recapitulated in mouse *Tbxt*, and whether such a genetic change induces tail phenotypes.

To that end, we first generated two mouse ES cell lines with *Tbxt* modifications, including simultaneously inserting the human AluY and AluSx1 elements into introns 6 and 5 of *Tbxt*, respectively, and inserting a reverse complementary sequence (RCS) from *Tbxt* intron 5 into intron 6 (Extended Data Fig. 6 and Supplementary Tables 2–4). For the first model, we simultaneously inserted the AluY and AluSx1 elements into mouse *Tbxt* (henceforth referred to as *Tbxt*^*insASAY*^) in an exon 6-flanking configuration that is analogous to the gene structure in human *TBXT* (Extended Data Fig. 6a). We designed a two-step strategy by first inserting two Alu elements together with a selection gene cassette of a puromycin-resistance gene and a truncated thymidine kinase gene (*puro-ΔTK*), flanked by *loxP* recombination motifs, for both positive selection and counter selection, respectively (Extended Data Fig. 6a). Following the identification of mouse ES cell clones with homozygous integration of the full construct, the selection gene cassette was removed by transiently expressing *Cre* recombinase in the selected clones through Δ*TK-*based counter selection (Extended Data Fig. 6a and Methods).

For the second mouse ES cell line, we adopted the same strategy but selected a 297 bp sequence endogenous to *Tbxt* intron 5—the same length as the human AluY—and then inserted its RCS into *Tbxt* intron 6, thus forming an inverted sequence pair like the AluSx1–AluY pair (referred as *Tbxt*^*insRCS*^; Extended Data Fig. 6b). We confirmed that both *Tbxt*^*insASAY/insASAY*^ and *Tbxt*^*insRCS/insRCS*^ ES cells expressed the *Tbxt*^*Δexon6*^ splicing isoform after differentiation (Extended Data Fig. 6c). Notably, the *Tbxt*^*insRCS/insRCS*^ ES cells expressed a higher percentage of *Tbxt*^*Δexon6*^ transcripts relative to the full-length transcript than that of *Tbxt*^*insASAY/insASAY*^ ES cells (Extended Data Fig. 6c). This result could be attributed to the sequence context difference and the higher sequence identity in the *Tbxt*^*insRCS*^ stem structure (297 out of 297 identical) than in the *Tbxt*^*insASAY*^ stem structure (228 out of 297). Together, these results demonstrate that the exon-skipping event caused by inverted Alu pairs flanking an exon do not require any specific Alu sequences, but can be caused by inverted sequence pairs of a completely different sequence.

## Abundance of *Tbxt* isoforms explains tail phenotypes

Next, we aimed to generate mouse models that incorporate the engineered *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS*^ gene structures to study their tail phenotypes (Extended Data Fig. 6d and Methods). Through multiple experimental trials, we successfully generated one *Tbxt*^*insASAY*^ mouse line (Fig. 4a) but failed to derive any *Tbxt*^*insRCS*^ mouse lines. Instead, we serendipitously obtained another mouse line—henceforth called *Tbxt*^*insRCS2*^—that had an inserted 220 bp sequence from intron 6 into intron 5 of *Tbxt*, thereby resembling the *Tbxt*^*insRCS*^ design through forming a RCS pair flanking exon 6 (Fig. 4b, Extended Data Fig. 7a–c and Methods). Neither heterozygous nor homozygous *Tbxt*^*insASAY*^ mice showed obvious tail phenotypes in adulthood (Fig. 4c). However, homozygous *Tbxt*^*insRCS2*^ mice (*Tbxt*^*insRCS2/insRCS2*^) consistently had around 10% shorter tails relative to wild-type or heterozygous mice (Fig. 4d).

**Fig. 4:**
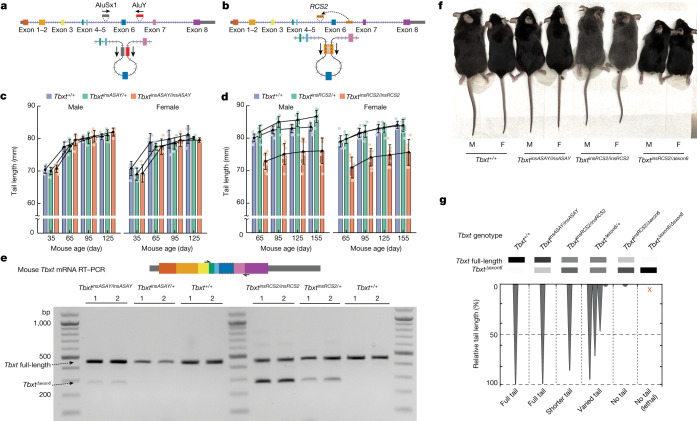
Introducing inverted intronic sequence pairs induces short-tail phenotypes in mouse models. **a**, Schematic of the mouse *Tbxt* gene structure with the inserted human AluSx1–AluY pair (*Tbxt*^*insASAY*^). The engineering of the *Tbxt*^*insASAY*^ model involved a two-step strategy specified in Extended Data Fig. 7a (Methods). **b**, Gene structure of the *Tbxt*^*insRCS2*^ model with an insertion of a 220 bp RCS from intron 6 to intron 5 of *Tbxt* (Methods). **c**,**d**, Tail length of *Tbxt*^*insASAY*^ mice (**c**) and *Tbxt*^*insRCS2*^ mice (**d**) across age, grouped by sex and genotypes. *Tbxt*^*+/+*^ is the wild type. Data in **c** and **d** are presented as the mean ± s.d. of tail length (mm) in the corresponding group. Each mouse group included 4–11 mice from multiple litters, with dots indicating individual data points of the group. **e**, Tailbud-expressed *Tbxt* transcripts detected by RT–PCR using E10.5 mouse embryos across genotypes from *Tbxt*^*insASAY*^ (left) or *Tbxt*^*insRCS2*^ (right) intercrossing experiments. RT–PCR results are presented as biological duplicates, with consistent results obtained from more independent embryos across genotypes. **f**, Representative tail phenotypes across mouse lines, including wild type, *Tbxt*^*insASAY/insASAY*^, *Tbxt*^*insRCS2/insRCS2*^ and *Tbxt*^*insRCS2/Δexon6*^. Each included both male (M) and female (F) mice. **g**, Summary schematic of the correspondence between the relative abundance of *Tbxt* isoforms in mice of different genotypes and their observed tail phenotypes.

To gain insight into the distinct tail phenotypes in *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS2*^ mice, we collected tailbud RNA samples from embryonic stage 10.5 (E10.5) embryos, when *Tbxt* is anticipated to influence tail development. Specifically, we processed RNA samples from litter-controlled wild-type, heterozygous and homozygous mice from intercrossed breeding pairs using heterozygous mice, followed by PCR with reverse transcription (RT–PCR) analyses of the expression patterns of *Tbxt* isoforms (Fig. 4e and Extended Data Fig. 7d). *Tbxt*^*insASAY*^ homozygous embryos expressed low levels of *Tbxt*^*Δexon6*^ transcript relative to the full-length transcript (Fig. 4e, left). By contrast, *Tbxt*^*insRCS2/insRCS2*^ embryos expressed higher levels of the *Tbxt*^*Δexon6*^ transcript than the *Tbxt* full-length transcript (Fig. 4e, right). As expected, in both lines, heterozygous embryos expressed lower levels of *Tbxt*^*Δexon6*^ transcript than their genotype-matched homozygous mice (Fig. 4e). These results suggest that the tail-length phenotype in *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS2*^ mice can be explained by the relative abundance of *Tbxt*^*Δexon6*^ and *Tbxt* full-length transcripts.

It is important to note that the *Tbxt*^*insASAY/insASAY*^ mice expressed a much lower relative abundance of the *Tbxt*^*Δexon6*^ isoform in the E10.5 embryonic tailbud than that observed in the corresponding in vitro differentiated mouse ES cells modelling primitive streak cells of E6.5 embryos (Fig. 4e, left, and Extended Data Fig. 6c). Although it remains unclear why this difference occurred, it may relate to differential splicing regulation in different cell types^40^. Consequently, the fact that our Alu-pair insertion model did not express high levels of the *Tbxt*^*Δexon6*^ transcript in the embryonic tailbud renders this particular mouse model as inconclusive, beyond the insight that small amounts of this isoform are insufficient to lead to tail loss.

Having noted that the relative abundance of the *Tbxt*^*Δexon6*^ transcript is important for regulating tail length, we next aimed to generate mice with further increased relative abundance of the *Tbxt*^*Δexon6*^ transcript. To do so, we crossed *Tbxt*^*Δexon6/+*^ heterozygous mice with the *Tbxt*^*insRCS2*^ mice. Notably, all 19 compound heterozygous mice (*Tbxt*^*insRCS2/Δexon6*^) presented a complete absence of an external tail (Fig. 4f and Table 2). This phenotype was validated through multiple litters of mice generated from breeding pairs between different *Tbxt*^*Δexon6/+*^ founder lines and *Tbxt*^*insRCS2*^ mice of both heterozygotes (*Tbx*^*insRCS2/+*^) and homozygotes (*Tbxt*^*insRCS2/insRCS2*^) (Table 2). Moreover, *Tbxt*^*insRCS2/Δexon6*^ mice constituted less than the expected 50% among the offspring from breeding *Tbxt*^*Δexon6/+*^ and *Tbxt*^*insRCS2/insRCS2*^ mice pairs, which indicated that some *Tbxt*^*insRCS2/Δexon6*^ embryos may not survive through development. Thus, although the exon 6-deletion heterozygotes (*Tbxt*^*Δexon6/+*^) exhibited incomplete penetrance of tail phenotypes, when crossed with the *Tbxt*^*insRCS2*^ allele, the phenotype was strong, which suggests that production of the tail depends on a minimal abundance of the *Tbxt* full-length isoform. Alternatively, suppression of tail development depends on a higher-than-threshold abundance of *Tbxt*^*Δexon6*^ transcript (Fig. 4f and Table 2). Together, these results demonstrate that the relative abundance of *Tbxt* isoforms is important for regulating tail development.

**Table 2:** Genotype and phenotype analyses of *Tbxt*^*Δexon6*^ and *Tbxt*^*insRCS2*^ breeding results

Breeding type	Offspring genotypes	Total no. of mice examined	Tail phenotypes			
			No tail	Short tail	Kinked tail	Long tail
*Tbxt*^*insRCS2/+*^ × *Tbxt*^*∆exon6/+*^	*Tbxt*^*insRCS2/∆exon6*^	7	7 (2)^a^	0	0	0
	*Tbxt*^*∆exon6/+*^	11	0	0	1	10
	*Tbxt*^*insRCS2/+*^ or *Tbxt*^*+/+*^	12	0	0	0	12
*Tbxt*^*insRCS2/insRCS2*^ × *Tbxt*^*∆exon6/+*^	*Tbxt*^*insRCS2/∆exon6*^	12	12 (4)^a^	0	0	0
	*Tbxt*^*insRCS2/+*^	30	0	0	0	30

Note that tail phenotypes were categorized into no tail, short tail, kinked tail and long tail, as exemplified in Fig. 3e.

^a^Numbers in parentheses indicate 2 mice out of the 7, and 4 out of the 12, were runts and died between 1 and 3 months after birth.

## Homozygous removal of *Tbxt* exon 6 is lethal

Our mouse work enabled us to study tail phenotypes in mutant mice across different relative abundance of the *Tbxt* full-length and *Tbxt*^*Δexon6*^ transcripts. We observed a correspondence between mice that expressed a higher abundance of the *Tbxt* full-length transcript with longer tail phenotypes, and mice with short-tail or no-tail phenotypes that expressed a higher abundance of the *Tbxt*^*Δexon6*^ transcript (Fig. 4g). To study the extreme case in which the mice only express *Tbxt*^*Δexon6*^ transcript and not the *Tbxt* full-length transcript, we investigated the developmental phenotypes of *Tbxt*^*Δexon6*/*Δexon6*^ mice through intercrossing experiments. Intercrossing *Tbxt*^*Δexon6/+*^ mice across multiple litters—and replicated in different founder lines—we failed to produce viable homozygotes (Table 1). Dissecting intercrossed stage E11.5 embryos showed that homozygotes either had arrested development at approximately stage E9 or developed with spinal cord malformations that consequently led to death at birth (Extended Data Fig. 8a). Notably, one *Tbxt*^*Δexon6*/*Δexon6*^ pup that died exhibited neural-tube-closure defects similar to the spina bifida condition in humans (Extended Data Fig. 8b). Moreover, a *Tbxt*^*Δexon6*/*+*^ pup that died after birth also exhibited neural-tube-closure defects (Extended Data Fig. 8c). Together, these results indicate that the expression of the *Tbxt*^*Δexon6*^ isoform may induce neural tube defects.

The *Tbxt*^*Δexon6*^ transcript may lead to the production of a shortened transcription factor with limited interactions with other factors or one that exhibits additional functional interactions. 

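RNA was sequenced from mouse ES cells of 4 genotypes at day 1 of in vitro differentiation, with 2 libraries per genotype. All lines
derive from MK6, an ES cell line of the C57BL/6J mouse strain. *Tbxt* Δexon6*/*Δexon6 cells lack exon 6 on both *Tbxt* alleles, and *Tbxt* Δexon6*/*+ cells
lack it on 1 allele. *Tbxt* insASAY/insASAY cells carry the inserted human AluY and AluSx1 elements on both alleles, and the paper reports that they
produce the exon-skipped transcript after differentiation. The poly(A) libraries keep the strand of the transcript. The authors mapped the
reads with STAR and deposited the number of reads it counted on each gene in each library, as whole numbers without normalization. Of
the 3 counts given for each gene, the one on the strand opposite to the first read was used, because the count on the other strand holds only 4.11% to
4.78% of the reads assigned to either strand. This count came to 28445952 and 27578711 reads in the wild-type libraries, 24925247 and 27230429 in
the *Tbxt* Δexon6*/*Δexon6 libraries, 26355960 and 24618587 in the *Tbxt* Δexon6*/*+ libraries, and 26647824 and 26527713 in the *Tbxt* insASAY/insASAY libraries. The median over the 8
libraries was 26587768.5 reads. Between 22409 and 23135 of the 48440 listed genes had at least 1 read in a library. The 10 most abundant
genes held 5.76% to 6.54% of the reads of a library. Counts were scaled by edgeR's TMM method, whose factors ran from 0.975 to 1.03. The
17049 genes kept by edgeR's filter on low counts hold at least 99.93% of the reads of every library. Each gene was then tested by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit of all 8 libraries so that the 4 genotypes share an estimate of the spread between replicates. The *Tbxt* Δexon6*/*Δexon6 replicates varied more than those of the other lines, so this shared estimate may understate their spread. A gene was called differentially expressed at an adjusted p under
0.05 and a log2 fold change past 0.5 in either direction, the thresholds of the paper. On simulated counts with the same depths, 165 of 200 genes changed in 1
of 4 groups were called, 6 unchanged genes were called beside them, and no gene was called in a comparison of unchanged groups.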

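*Tbxt*, the edited gene (ENSMUSG00000062327), lies on the plus strand of chromosome 17 of GRCm38 from 8434423 to 8442496. It was weakly expressed at this stage, since 13617 of the tested genes
(79.9%) were more abundant. In the wild-type libraries 47 and 42 reads were counted on *Tbxt*, a mean of 1.63 ± 0.0943 (SD, n = 2)
CPM, the reads scaled to the library's total after TMM. The *Tbxt* Δexon6*/*Δexon6 libraries had 26 and 22 reads, or 0.93 ± 0.174 CPM (SD, n = 2). The log2 fold change
against wild-type was -0.82 (standard error 0.277, adjusted p = 0.036 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Under DESeq2's Wald test with Benjamini-Hochberg adjustment the same change was -0.80 with an adjusted p = 0.162,
and in an edgeR quasi-likelihood fit of only these 2 genotypes the Benjamini-Hochberg adjusted p = 0.0558, so the call depends on the test. The *Tbxt* insASAY/insASAY libraries had 30 and 29 reads, or 1.08 ± 0.0226 CPM (SD, n = 2), and a log2 fold change of -0.60 (standard error 0.266, adjusted p = 0.0826 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In a fit of only the wild-type and *Tbxt* insASAY/insASAY
libraries this gene passed, with an adjusted p = 0.0459 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The *Tbxt* Δexon6*/*+ libraries had 39 and 54 reads, or 1.84 ± 0.516 CPM (SD, n = 2). Their log2 fold change was 0.17 (standard error 0.245, adjusted p = 0.651 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.14 without *Tbxt* Δexon6*/*+ replicate 2. *Tbxt* Δexon6*/*+ cells had more *Tbxt* than *Tbxt* Δexon6*/*Δexon6 cells, by a log2 fold change of 0.98 (standard error 0.274, adjusted p = 0.0101 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Counts
per gene cannot separate the 2 isoforms, and a read inside exon 6 can come only from the full-length transcript.

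**Figure D1:**
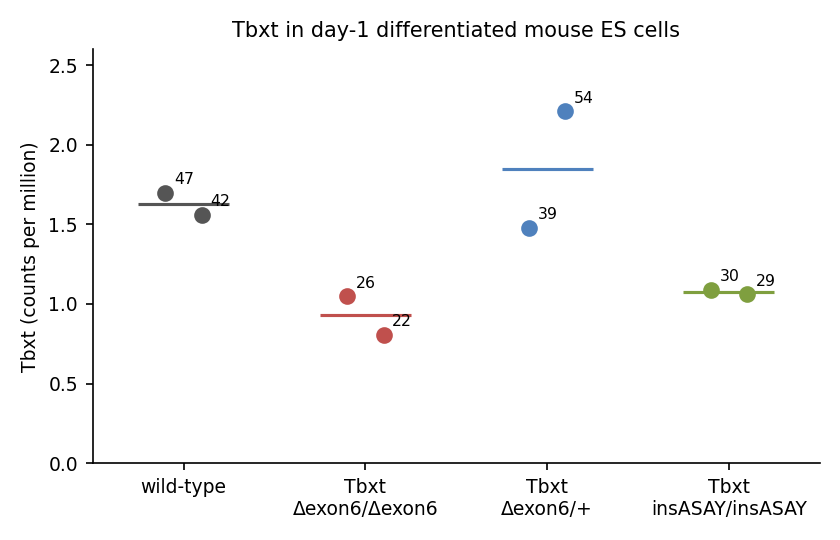
CPM of *Tbxt* on the vertical axis, by genotype on the horizontal axis; each point is 1 library with its number of reads beside it, and each line is the

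mean of the 2 libraries of a genotype. The *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY libraries lie between 0.807 and 1.09 CPM, and the wild-type and *Tbxt* Δexon6*/*+ libraries between 1.48 and 2.21.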

To begin to study the effect of this isoform on known *Tbxt* target genes^41^, we analysed the transcriptomes of differentiated mouse ES cell lines from the wild-type, *Tbxt*^*insASAY/insASAY*^, *Tbxt*^*Δexon6*/*+*^ and *Tbxt*^*Δexon6*/*Δexon6*^ genotypes (Extended Data Fig. 9 and Supplementary Data 5). 

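Supplementary Data 5 names 430 *Tbxt* target genes, of which 429 were found among the genes of the count files, and all 429 were
tested. The authors kept targets that were differentially expressed in these same libraries, so their number is not independent
evidence for an effect on targets. In *Tbxt* Δexon6*/*Δexon6 cells 160 of the 429 targets were differentially expressed against wild-type, 102 higher and 58 lower. In *Tbxt* Δexon6*/*+ cells
the number was 198, with 119 higher and 79 lower, and 35 of them lie on chromosome 3, many genes of which moved together in this line. In *Tbxt* insASAY/insASAY cells it was
301, with 153 higher and 148 lower. With p values adjusted over the list alone, these numbers were 162, 199 and 301. The median size of the log2 fold change over
the 429 targets was 0.41 in *Tbxt* Δexon6*/*Δexon6, 0.47 in *Tbxt* Δexon6*/*+ and 0.60 in *Tbxt* insASAY/insASAY cells. A stricter test against a log2 fold change of 0.5 (TREAT) left 29, 81
and 136 targets in the 3 comparisons. Of the 426 targets called in any comparison, 37 were called in all 3, with 17 higher throughout, 10
lower throughout and 10 in different directions. Only *Tbxt* Δexon6*/*Δexon6 cells changed 17 targets past both thresholds, only *Tbxt* Δexon6*/*+ cells 99 and only *Tbxt* insASAY/insASAY cells 114.
The directions differed between lines. *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells shared 134 called targets, all changed in the same direction. *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells shared
90, of which 69 changed in the same direction and 21 in opposite directions. *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells shared 46, of which 30 changed in the same
direction and 16 in opposite directions. Comparisons against the same wild-type libraries share their chance values. In 20 simulations of unchanged groups against these controls, at most 2 genes of all tested were called in any pair of comparisons. When as many genes with the smallest p as were called here among all tested genes were taken from each simulated comparison, 96.1% to 99.2% of those found in both went the same way. This range is for lists from all tested genes, and overlaps of targets alone were not simulated, so the shared directions of targets are not set against it. Against each other, *Tbxt* Δexon6*/*+
and *Tbxt* Δexon6*/*Δexon6 cells differed in 234 targets, *Tbxt* insASAY/insASAY and *Tbxt* Δexon6*/*+ cells in 264, and *Tbxt* insASAY/insASAY and *Tbxt* Δexon6*/*Δexon6 cells in 72.
*Sp5* (chromosome 2, 70474923 to 70477729) rose from 9.86 ± 0.201 to 41.6 ± 21.1 CPM (SD, n = 2) in *Tbxt* Δexon6*/*Δexon6 cells, a log2 fold change of 2.08 (standard error 0.251, adjusted p = 0.000124 by
the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its *Tbxt* Δexon6*/*Δexon6 libraries held 659 and 1540 reads, and without *Tbxt* Δexon6*/*Δexon6 replicate 2 the log2 fold change was 1.44. In *Tbxt* insASAY/insASAY cells *Sp5* rose by 2.25
on the log2 scale (standard error 0.249) and in *Tbxt* Δexon6*/*+ cells by 0.98 (standard error 0.267). *Cdkn1c*, an imprinted gene (chromosome 7, 143458339 to 143461050), went from 77.0 ± 0.198 CPM in wild-type
to 4.53 ± 1.95 in *Tbxt* Δexon6*/*Δexon6 cells (SD, n = 2), a log2 fold change of -4.10 (standard error 0.142, adjusted p = 7.24e-09 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -0.11 in *Tbxt* Δexon6*/*+ and 0.19 in *Tbxt* insASAY/insASAY cells, neither past the thresholds. In *Tbxt* Δexon6*/*Δexon6 cells the imprinted genes *Slc22a18* and *Phlda2* beside it had log2 fold changes of -2.77 and -2.01. The fall of *Cdkn1c* therefore cannot be read as the response of a target alone. *Kcnq1ot1* and *Nap1l4* in the same stretch, chosen after their values were seen, had log2 fold changes of -0.11 and 0.16. *Hes1* (chromosome 16, 30064384 to 30067796) rose from 3.63 ± 0.0769 to 17.2 ± 0.68 CPM (SD, n = 2) in *Tbxt* Δexon6*/*+
cells, a log2 fold change of 2.25 (standard error 0.131, adjusted p = 1.36e-07 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and by 1.05 in *Tbxt* Δexon6*/*Δexon6 and 1.06 in *Tbxt* insASAY/insASAY cells.
*Lgals3* (chromosome 14, 47367751 to 47386160) had a log2 fold change of -2.77 (standard error 0.175, adjusted p = 2.26e-07 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) in *Tbxt* Δexon6*/*+ cells, against 0.06 in
*Tbxt* Δexon6*/*Δexon6 and -0.85 in *Tbxt* insASAY/insASAY cells. *Id3* (chromosome 4, 136143497 to 136145755) had the largest rise in *Tbxt* insASAY/insASAY cells among targets with at least 2 CPM, with a log2 fold change of 2.60 (standard error 0.267, adjusted p
= 1.14e-05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Tbx3* (chromosome 5, 119670669 to 119684724) had the largest fall there, -1.96 on the log2 scale (standard error 0.255). *Tmem117* (chromosome 15, 94629232 to 95096098) moved in opposite directions, with a log2
fold change of -1.91 in *Tbxt* insASAY/insASAY, -0.99 in *Tbxt* Δexon6*/*Δexon6 and 0.97 in *Tbxt* Δexon6*/*+ cells (standard errors 0.299, 0.266 and 0.214).

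**Figure D2:**
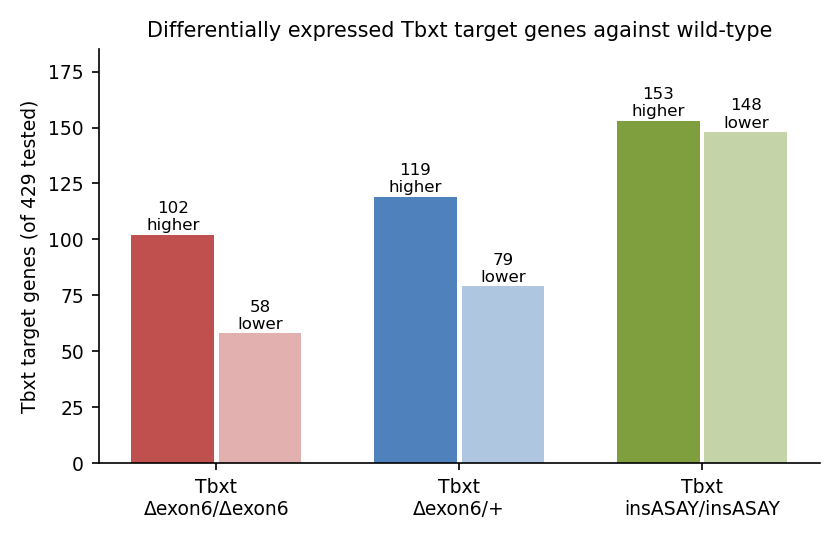
Number of *Tbxt* target genes (vertical axis, of 429 tested) that were differentially expressed against wild-type in each mutant line (horizontal axis); dark bars count targets that were higher and pale

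bars targets that were lower. *Tbxt* insASAY/insASAY cells had the most in both directions, 153 and 148.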

Gene expression of *Tbxt* targets varied across mouse ES cell lines exhibiting different ratios of long and short *Tbxt* isoforms (Extended Data Fig. 9), which indicated a complicated gene regulation network. Additional work will be required to address the possibility that the combination of the two *Tbxt* isoforms leads to new regulatory functionality.

## Discussion

We presented evidence for a plausible evolutionary scenario for tail-loss evolution in hominoids, which involves the insertion of an AluY element into an intron of *TBXT*. As opposed to directly interfering with a splice site, we showed that this element interacts with a simian-shared AluSx1 element in the neighbouring intron, leading to a hominoid-specific AS isoform of *TBXT* (Fig. 1). Experimental deletion of either AluY or its interaction partner AluSx1 eliminated this *TBXT* AS in differentiated human ES cells (Fig. 2). When we engineered the mouse *Tbxt* gene with the human *TBXT* gene structure by inserting the AluSx1–AluY pair—as well as Alu-independent inverted RCSs in a separate mouse ES cell line—we confirmed production of the same exon-skipped splicing isoform (Fig. 4).

The AS mediated by Alu pairing in *TBXT* demonstrates how an interaction between intronic transposable elements can substantially modulate gene function to affect a complex trait. The human genome contains around 1.8 million copies of short interspersed nuclear elements—including about 1 million Alu elements—of which more than 60% are intronic^42^. Systematically searching for such interactions may lead to the identification of additional functional roles by which these elements affect human development and disease. Notably, inverted Alu pairs can facilitate the biogenesis of exonic circular RNAs (circRNAs) through ‘backsplicing’^43,44^. Thus, it is an interesting possibility that the interactions between paired transposable elements might create both functional splice variants and circRNA isoforms from the same genetic locus^45^. Furthermore, our results demonstrated that a completely different (non-Alu) inverted repeat sequence in the introns flanking an exon may also lead to exon skipping. Thus, a global search for such sequence configurations might reveal additional instances of exon skipping caused by this type of sequence configuration.

The main results of our mouse work demonstrated a correspondence between the relative abundance of *Tbxt* isoforms and tail-length phenotypes (Fig. 4g). Expression of the *Tbxt*^*Δexon6*^ transcript in mice—along with the full-length transcript—was sufficient to induce shorter tail to no-tail phenotypes (Fig. 3). Moreover, *Tbxt* AS induced by the intronic RCS pair stably modulated tail length (*Tbxt*^*insRCS2/insRCS2*^ mice; Fig. 4). Finally, we showed that a compound heterozygote with an increased relative abundance of the *Tbxt*^*Δexon6*^ transcript (*Tbxt*^*insRCS2/Δexon6*^ mice) stably exhibits a no-tail phenotype (Fig. 4f,g and Table 2).

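In mouse *Tbxt*, which the GENCODE annotation lists under the symbol T with 3 transcripts, exon 6 of the transcript with 8 exons spans 8438616 to 8438789 on chromosome 17 of GRCm38. Its 174 bases make 58 codons with 0 bases over, so
its loss keeps the reading frame. The exon is 8.5% of the transcript of 2046 bases and 13.3% of its 1308 coding bases, and its GC content is 63.8%. It starts with GGGGGTGGCTTG and ends with ACAGCTCTCCAA. Intron 5 before it has 1404 bases, and intron 6 after it has 1120 bases.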

Previous studies have shown that the peptide encoded by the exon 6 sequence constitutes part of the transcription regulation domains, but not the DNA-binding domain^9^ (Extended Data Fig. 3e,f). Thus, the AS-induced *TBXT*^*Δexon6*^ transcript may encode for a transcription factor with altered transcription regulation function. Indeed, our transcriptomics analyses of in vitro differentiated mouse ES cells across genotypes found that cells expressing both *Tbxt* isoforms have distinct transcriptome features compared with wild-type cells or cells with *Tbxt*^*exon6*^ homozygous deletion. 

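Over the 500 most variable genes, libraries of different genotypes were farther apart than replicates. The root mean square difference of variance-stabilized counts (log2 scale) was
0.147 to 0.412 between the 2 libraries of a genotype and 0.5 to 1.21 between libraries of different genotypes. The median difference between genotypes was 4.84 times the median
between replicates (SD 1.62 over the 4 replicate pairs). On log2 CPM in place of variance-stabilized counts, this ratio was 2.11. The smallest difference between genotypes was only 1.21 times the largest between replicates. *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY libraries, the
lines with both isoforms, differed from each other by a mean of 1.15, more than either differed from wild-type (0.795 and 0.899). *Tbxt* Δexon6*/*Δexon6 libraries
differed from *Tbxt* insASAY/insASAY libraries by a mean of 0.589 and from *Tbxt* Δexon6*/*+ libraries by 1.07. The 2 *Tbxt* Δexon6*/*Δexon6 clones differed by 0.412, and only replicate 2 was nearer to both *Tbxt* insASAY/insASAY libraries (0.5 and 0.551) than to the wild-type libraries (0.852 and 0.86).
Tested against each other, *Tbxt* Δexon6*/*+ and *Tbxt* Δexon6*/*Δexon6 cells differed in 3778 of the 17049 tested genes, 1907 higher and 1871 lower in *Tbxt* Δexon6*/*+ cells. *Tbxt* insASAY/insASAY and *Tbxt* Δexon6*/*+ cells differed in 4696
genes, 2488 higher and 2208 lower in *Tbxt* insASAY/insASAY cells. *Tbxt* insASAY/insASAY and *Tbxt* Δexon6*/*Δexon6 cells differed in 880 genes, 475 higher and 405 lower in *Tbxt* insASAY/insASAY cells; with DESeq2's Wald test the number was 582, with 203 higher and 379 lower. Genes that
set both lines with 2 isoforms apart were counted as those past both thresholds in the same direction in *Tbxt* Δexon6*/*+ and in *Tbxt* insASAY/insASAY cells, each against wild-type and each
against *Tbxt* Δexon6*/*Δexon6 cells. There were 105 such genes, 23 higher and 82 lower, and 15 of them were *Tbxt* targets. The same count for the other ways to pair the 4
genotypes was 843 genes for *Tbxt* Δexon6*/*Δexon6 with *Tbxt* insASAY/insASAY cells (480 higher and 363 lower) and 60 genes for *Tbxt* Δexon6*/*Δexon6 with *Tbxt* Δexon6*/*+ cells (5 higher and 55 lower).
Across the 17049 genes, the log2 fold changes of *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells had a Pearson correlation of 0.742 (Spearman 0.74). In 20 simulations of
unchanged groups that share the same wild-type libraries it was 0.447 to 0.532. The correlation was 0.236 (Spearman 0.181) for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells, where the simulations gave 0.448 to 0.516, and 0.238 (Spearman 0.204) for *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells, where they gave 0.464 to 0.52. With a different wild-type library as the control of each line, it was 0.0893 and 0.141 for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells and 0.156 and 0.113 for *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells, above the highest simulated values of 0.0224 and 0.0277. Genes are not independent replicates, so no p is given. The paper draws on the protein domains that exon 6 encodes to propose that the transcript without it may encode a transcription factor with altered regulatory function, and sets its transcriptome comparison beside that proposal.

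**Figure D3:**
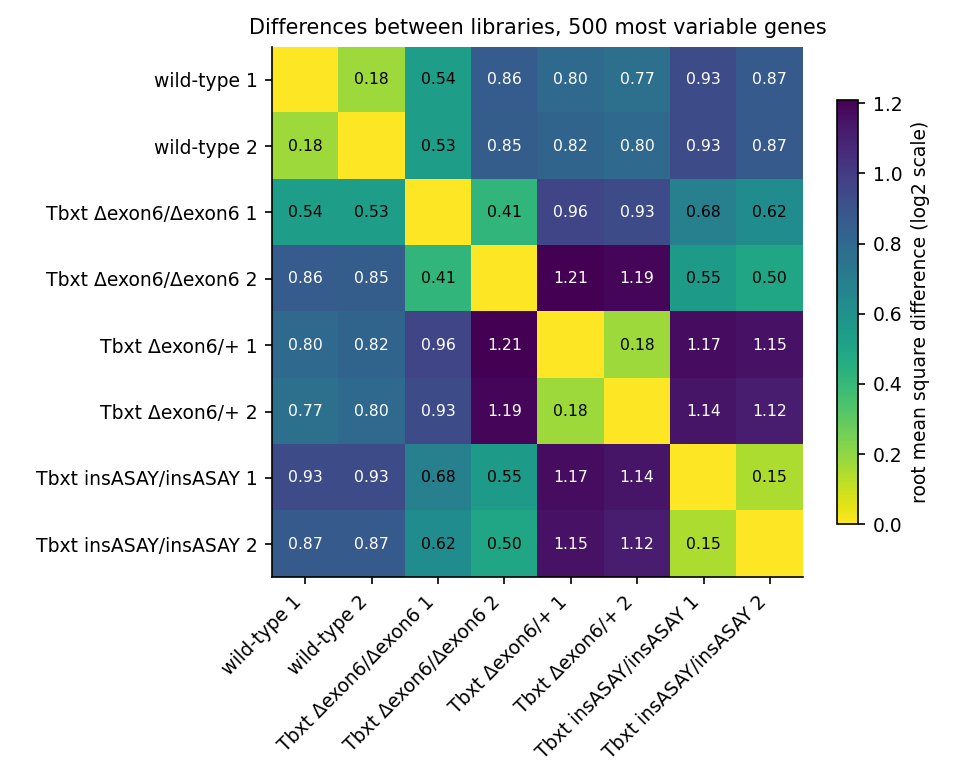
Root mean square difference (log2 scale, colour and printed value) between each pair of the 8 libraries over the 500 most variable genes, with the libraries by genotype and replicate on

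both axes. Replicates differ by 0.15 to 0.41, and *Tbxt* Δexon6*/*Δexon6 replicate 2 with *Tbxt* Δexon6*/*+ replicate 1 gives the largest value, 1.21.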

Notably, this AluY insertion-induced *TBXT*^*Δexon6*^ isoform is different from previously reported mutants of this gene^28,29,38^. Future work is required to reveal the detailed DNA-binding pattern and the transcription regulation functions that the TBXT(Δexon6) isoform protein may play in mediating mesoderm initiation and tail-loss development.

These results support an inference of how our hominoid ancestors evolved the loss of the tail. In this scenario, AluY insertion either induced the shortening or partial loss of the tail in early hominoid ancestors. However, even if the AluY insertion substantially influenced tail-loss evolution in hominoids, additional genetic changes may have acted to stabilize the no-tail phenotype (Extended Data Fig. 10). Such possible hominoid-specific variants in tail-development-related genes (such as those presented in Supplementary Data 1–4) may have preexisted in the ancestral genome or occurred after the AluY insertion. Such a possible set of genetic events suggest that a change to the AluY element in modern hominoids would be unlikely to result in the reappearance of the tail. Moreover, tail loss or reduction occurred independently multiple times throughout primate evolution, including in loris (Lorisidae), mandrill (*Mandrillus*) and some species of macaques (*Macaca*). As the genome sequences of an increasing number of primates becomes available^46^, it will be interesting to study aspects of convergent evolution involved in the diverse genetic mechanisms that mediated tail-loss evolution.

The specific evolutionary pressures relating to the loss of the tail in hominoids are not clear, although they are probably involved in enhanced locomotion in the transition to a non-arboreal lifestyle. We suggest, however, that the selective advantage must have been strong because the loss of the tail may have included an evolutionary trade-off of neural tube defects, as demonstrated by the presence of neural-tube-closure defects in mice expressing the *Tbxt*^*Δexon6*^ transcript (Extended Data Fig. 8). Notably, mutations leading to neural tube defects and/or sacral agenesis have been detected in the coding and noncoding regions of the *TBXT* gene^47–50^. We therefore speculate that the evolutionary trade-off involving the loss of the tail—made approximately 25 million years ago—may continue to influence human health today.

## Methods

### Comparative genomics analyses of tail-development-related genes

Hominoid evolution represents an extended stage in primate evolution that involved many phenotypic changes and widespread genomic sequence changes. Therefore, querying for hominoid-specific mutations across the genome results in tens of millions of candidates, with most of them disposed in non-coding regions. We used the following criteria to define that a candidate variant may contribute to the tail-loss evolution in hominoids: (1) has to be hominoid-specific, which means that the variant sequence or amino acid is unique to hominoid species and cannot be shared by any other species that have tails; (2) the function of the associated genes relates to tail development. Tail-development-related genes in vertebrates were collected from the MGI phenotype database and additional literature not covered by the MGI database. The initial analyses mainly covered genes extracted from the MGI term MP0003456 for ‘absent tail’ phenotype (https://www.informatics.jax.org/vocab/mp_ontology/MP:0003456), to a total of 31 genes. Additional analyses included genes from MP0002632 for ‘vestigial tail’ (https://www.informatics.jax.org/vocab/mp_ontology/MP:0002632) and MP0003456 for ‘short tail’ (https://www.informatics.jax.org/vocab/mp_ontology/MP:0000592). Together, the final list of genes related to vertebrate tail development included 140 genes (as of MGI updates in February 2023) and the mutations of which are reported to be related to tail-reduction phenotypes (Supplementary Data 1).

Gene structure annotations of the 140 genes were downloaded from BioMart of Ensembl 109 (https://useast.ensembl.org/info/data/biomart/index.html). The longest transcript with the most exons were selected for each gene. Multiz30way alignments of genomic sequences across 27 primate species were downloaded from the UCSC Genome Browser. We selected all six hominoid species (hg38, gorGor5, panTro5, panPan2, ponAbe2 and nomLeu3) to calculate a hominoid-consensus sequence, and used two non-hominoid species (pig-tailed macaque, macNem1, and marmoset, calJac3) as the outgroups. The homologous regions of the 140 genes, together with 10,000 bp both upstream and downstream sequences, in the 8 species were extracted from Multiz30way alignment using bedtools (v.2.30.0)^52^. Hominoid-specific variants were identified using the following parameters: SNVs or substitutions shared by six hominoid species but different in any of the two outgroup monkey species were identified as putative hominoid-specific SNVs (Supplementary Data 2); DNA sequences present in all six hominoid species but absent in either of the two outgroup monkey species were identified as hominoid-specific insertions (Supplementary Data 3); and DNA sequences absent from all six hominoid species but present in both of the two outgroup monkey species were identified as hominoid-specific deletions (Supplementary Data 4). Notably, our criteria for analysing hominoid-specific variants may include a small proportion of false-positive hits that are outgroup-specific variants.

We used the Ensembl variant effect predictor (integrated in Ensembl 109)^53^ to infer the potential functional impact of the detected hominoid-specific SNVs, insertions and deletions. Owing to the lack of an ancestral genome as the reference sequence, variant effect predictor predictions were performed inversely using the human/hominoid genomic sequence as the reference allele, and the outgroup sequence served as the alternative allele. SNVs annotated as either ‘deleterious’ (<0.05) in the SIFT score or ‘damaging’ (>0.446) in the PolyPhen score (53 instances), and insertions (6 instances) or deletions (2 instances) that affect protein sequences were collected for further manual inspection comparison across species. This additional inspection was performed across the Cactus Alignment of the genomes across 241 species in the UCSC Genome Browser Comparative Genomics module^51^. This inspection found that most of the annotated variants that may affect host gene function fell into three categories: (1) outgroup-specific variants; (2) false-positive annotation of the variant function in a minor transcript; and (3) missense variants in hominoid species but sharing the same amino acid in at least one other tailed species. These variants were not considered as candidates that may have affected tail-loss evolution in hominoids. Excluding these variants, we identified nine variants as true hominoid-specific coding region mutations, including seven SNVs and two insertions and deletions (Supplementary Data 1). Following identification of top candidates, protein sequence alignments across representative vertebrate species were downloaded from the NCBI database and analysed using the MUSCLE algorithm with MEGA X software and default settings^54^.

### RNA secondary structure prediction

RNA secondary structure prediction of the human *TBXT* exon 5–intron 5–exon 6–intron 6–exon 7 sequence was performed using RNAfold (v.2.6.0) through the ViennaRNA Web Server (http://rna.tbi.univie.ac.at/)^35^. The algorithm calculates the folding probability using a minimum free energy matrix with default parameters. In addition, the calculation included the partition function and base pairing probability matrix. Notably, human *TBXT* transcripts were annotated to have a 5′ untranslated region exon, making its exon numbers differ from most of other species, including mouse. To simplify, we referred to the first coding exon of human *TBXT* as exon 1 and thus the alternative spliced exon as exon 6, consistent with mouse *Tbxt*. RNA secondary structure prediction used the DNA sequence from exon 5 to exon 7 following this order.

### Human ES cell culture and differentiation

Human ES cells (WA01, also called H1, from WiCell Research Institute) were authenticated by the distributor WiCell using short tandem repeat profiling to authenticate the cell lines. Human ES cells were cultured in feeder-free conditions on tissue-culture-grade plates coated with human ES cell-qualified Geltrex (Gibco, A1413302). Geltrex was 1:100 diluted in DMEM/F-12 (Gibco, 11320033) supplemented with 1× Glutamax (100X, Gibco, 35050061) and 1% penicillin–streptomycin (Gibco, 15070063). Before seeding human ES cells, the plate was treated with Geltrex working solution in a tissue culture incubator (37 °C and 5% CO_2_) for at least 1 h.

StemFlex medium (Gibco, A3349401) was used for human ES cell maintenance and culturing in a feeder-free condition according to the manufacturer’s protocol. In brief, StemFlex complete medium was made by combining StemFlex basal medium (450 ml) with 50 ml of StemFlex supplement (10×) plus 1% penicillin–streptomycin. Each Geltrex-coated well on a 6-well plate was seeded with 200,000 cells to obtain about 80% confluence in 3–4 days. Human ES cells were cryopreserved in PSC Cryomedium (Gibco, A2644601). The culture medium was supplemented with 1× RevitaCell (100×, Gibco, A2644501, which is also included in the PSC Cryomedium kit) when cells had gone through stressed conditions, such as freezing-and-thawing or nucleofection. RevitaCell supplemented medium was replaced with regular StemFlex complete medium on the second day. Human ES cells grown under the RevitaCell condition might become stretched but would recover after returning to the normal StemFlex complete medium. All human ES cell lines tested negative during our routine quantitative PCR-based mycoplasma tests.

The human ES cell differentiation assay to induce a gene expression pattern of the primitive streak state was adapted from a previously published method^36^. On day −1, freshly cultured human ES cell colonies were dissociated into clumps (2–5 cells) using Versene buffer (with EDTA, Gibco, 15040066). The dissociated cells were seeded on Geltrex-coated 6-well tissue culture plates at 25,000 cells per cm^2^ (0.25 M per well in the 6-well plates) in StemFlex complete medium. Differentiation to the primitive streak state was initiated on the next day (day 0) by switching StemFlex complete medium to basal differentiation medium. Basal differentiation medium (50 ml) was made using 48.5 ml DMEM/F-12, 1% Glutamax (500 µl), 1% ITS-G (500 µl, Gibco, 41400045) and 1% penicillin–streptomycin (500 µl), and supplemented with 3 µM GSK3 inhibitor CHIR99021 (10 µl of 15 mM stock solution in DMSO; Tocris, 4423). The cells were collected at differentiation day 1 to 3 for downstream experiments, which confirmed the expression fluctuations of mesoderm genes (*TBXT* and *MIXL1*) in a 3-day differentiation period^36^ (Extended Data Fig. 3).

### Mouse ES cell culture and differentiation

The mouse ES cell line (MK6) derived from the C57BL/6J mouse strain was obtained from the NYU Langone Health Rodent Genetic Engineering Laboratory. The wild-type MK6 mouse ES cell line was authenticated by its competence for contributing to embryos when cultured on feeder-cell-dependent conditions followed by blastomere injection. MK6 mouse ES cells used in this study were cultured in both feeder-dependent and feeder-free culture conditions depending on the purposes of the experiment. All mouse ES cell lines tested negative during our routine quantitative PCR-based mycoplasma tests. For feeder-dependent mouse ES cell culture conditions, mouse ES cells were plated on a pre-seeded monolayer of mouse embryonic fibroblast (MEF) cells (CellBiolabs, CBA-310). MEF-coated plates were prepared by seeding 50,000 cells per cm^2^ in tissue culture plates treated with 0.1% gelatin solution (EMD Millipore, ES-006-B). MEF culturing medium was made from DMEM (Gibco, 11965118) with 10% FBS (GeminiBio, 100–500), 0.1 mM MEM non-essential amino acids (Gibco, 11140050), 1× Glutamax (Gibco, 35050061) and 1% penicillin–streptomycin (Gibco, 15070063). Mouse ES cell medium was made from Knockout DMEM (Gibco, 10829018) containing 15% (v/v) FBS (Hyclone, SH30070.03), 0.1 mM β-mercaptoethanol (Gibco, 31350010), 1× MEM non-essential amino acids (Gibco, 11140050), 1× Glutamax (Gibco, 35050061), 1× nucleosides (Millipore, ES-008-D) and 1,000 units ml^–1^ LIF (EMD Millipore, ESG1107).

For feeder-free mouse ES cell culture conditions, cells were grown on tissue-culture-grade plates that were pre-coated with mouse ES cell-qualified 0.1% gelatin (EMD Millipore, ES-006-B) at room temperature for at least 30 min. Before seeding mouse ES cells, feeder-free mouse ES cell culturing medium was added to a gelatin-treated plate and warmed in a 37 °C and 5% CO_2_ incubator for at least 30 min. Feeder-free mouse ES cell culturing medium, also called ‘80/20’ medium, comprises 80% 2i medium and 20% of the above-mentioned mouse ES cell medium by volume. The 2i medium was made from a 1:1 mix of Advanced DMEM/F-12 (Gibco, 12634010) and Neurobasal-A (Gibco, 10888022), followed by adding 1× N2 supplement (Gibco, 17502048), 1× B-27 supplement (Gibco, 17504044), 1× Glutamax (Gibco, 35050061), 0.1 mM β-mercaptoethanol (Gibco, 31350010), 1,000 units ml^–1^ LIF (Millipore, ESG1107), 1 µM MEK1/2 inhibitor (Stemgent, PD0325901) and 3 µM GSK3 inhibitor CHIR99021 (Tocris, 4423).

The mouse ES cell differentiation protocol for inducing *Tbxt* gene expression was adapted from a previously described method in a feeder cell-free condition^37^. Cells were first plated in 80/20 medium for 24 h on a gelatin-coated 6-well plate, followed by switching to N2/B27 medium without LIF or 2i for another 2 days of culture. The N2/B27 medium (50 ml) was made with 18 ml Advanced DMEM/F-12, 18 ml Neurobasal-A, 9 ml Knockout DMEM, 2.5 ml Knockout Serum Replacement (Gibco, 10828028), 0.5 ml N2 supplement, 1 ml B27 supplement, 0.5 ml Glutamax (100×), 0.5 ml nucleosides (100×) and 0.1 mM β-mercaptoethanol. Then the N2/B27 medium was supplemented with 3 µM GSK3 inhibitor CHIR99021 to induce differentiation (day 0). The cells were collected at differentiation day–3 for downstream experiments, which showed consistent results of *Tbxt* gene expression fluctuations in a 3-day differentiation period.

### CRISPR targeting

All guide RNAs of the CRISPR experiments were designed using the CRISPOR algorithm integrated in the UCSC Genome Browser^55^. Guide RNAs were cloned into the pX459V2.0-HypaCas9 plasmid (AddGene, plasmid 62988) or its custom derivative by replacing the puromycin-resistance gene with the blasticidin-resistance gene. Guide RNAs in this study were designed in pairs to delete the intervening sequences. Insertion sites for the AluSx1 and AluY pair in mouse *Tbxt* (*Tbxt*^*insASAY*^) were selected by the guide RNA quality and the relative distance compared to the human *TBXT* gene structure. The insertion site for the RCS element (*Tbxt*^*insRCS*^) was the same as for insertion of the AluY element. The CRISPR-targeting sites and guide RNA sequences are listed in Supplementary Table 2.

All oligonucleotides (plus Golden-Gate assembly overhangs) were synthesized by Integrated DNA Technologies (IDT) and ligated into an empty pX459V2.0 vector following the standard Golden Gate Assembly protocol using BbsI restriction enzyme (NEB, R3539). The constructed plasmids were purified from 3 ml *Escherichia coli* cultures using a ZR Plasmid MiniPrep Purification kit (Zymo Research, D4015) for sequence verification. Plasmids for delivering into ES cells were purified from 250 ml *E.* *coli* cultures using a PureLink HiPure Plasmid Midiprep kit (Invitrogen, K210005). To facilitate DNA delivery to ES cells through nucleofection, the purified plasmids were resolved in Tris-EDTA buffer (pH 7.5) to a concentration of at least 1 µg µl^–1^ in a sterile hood.

### DNA delivery

DNA delivery into human or mouse ES cells for CRISPR–Cas9 targeting was performed using a Nucleofector 2b device (Lonza, BioAAB-1001). A Human Stem Cell Nucleofector kit 1 (VPH-5012) and a mouse ES cell Nucleofector kit (Lonza, VVPH-1001) were used for delivering DNA into human and mouse ES cells, respectively. ES cells were double-fed the day before the nucleofection experiment to maintain a superior condition.

Before performing nucleofection on human ES cells, 6-cm tissue culture plates were treated with 0.5 µg cm^–2^ rLaminin-521 in a 37 °C and 5% CO_2_ incubator for at least 2 h. rLaminin-521-treated plates provide the best viability when seeding human ES cells as single cells. Cultured human ES cells were washed with DPBS and dissociated into single cells using TrypLE Select Enzyme (no phenol red; Gibco, 12563011). One million human ES cell single cells were nucleofected using program A-023 according to the manufacturer’s instructions for the Nucleofector 2b device. Transfected cells were transferred onto the rLaminin-521-treated 6-cm plates with pre-warmed StemFlex complete medium supplemented with 1× RevitaCell but not penicillin–streptomycin. Antibiotic selection was performed 24 h after nucleofection with puromycin (final concentration of 0.8 μg ml^–1^; Gibco, A1113802).

Mouse ES cells were dissociated into single cells using StemPro Accutase (Gibco, A1110501), and 5 million cells were transfected using program A-023 according to the manufacturer’s instructions. Exon 6 deletion in mouse ES cells was performed using cells cultured in the feeder-free condition. Nucleofected cells were plated on 0.1% gelatin-treated 10-cm plates, followed by antibiotic selection 24 h after nucleofection with blasticidin (final concentration of 7.5 µg ml^–1^; Gibco, A1113903). The insertion of the *Alu*Sx1–AluY pair and insRCS engineering were performed using mouse ES cells cultured on a feeder-dependent condition. Mouse ES cells were plated on a monolayer of MEF cells seeded on 0.1% gelatin-treated 10-cm plates, followed by antibiotic selection 24 h after nucleofection.

Together with the pX459V2.0-HypaCas9-gRNA plasmids for nucleofection, single-strand DNA oligonucleotides were co-delivered for microhomology-induced deletion of the targeted sequences^56^. These ssDNA sequences were synthesized by IDT through its Ultramer DNA Oligo service, including three phosphorothioate bond modifications on each end. Detailed sequence information of these long ssDNA oligonucleotides are listed in Supplementary Table 3.

For *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS*^ engineering, homology-based repairing template plasmids, including a selection marker gene *puro*-*ΔTK*, (puromycin-resistance gene for positive selection and *ΔTK*, a truncated version of herpes simplex virus type 1 thymidine kinase, for negative selection, as presented in Extended Data Fig. 7), was transfected together with the pX459V2.0-HypaCas9-gRNA plasmids. Following nucleofection and antibiotic selection (0.8 μg ml^–1^ puromycin for 3 days starting from the second day of nucleofection), single clones were picked, followed by PCR genotyping of CRISPR–Cas9-targeted loci (exon 6 deletion, inserting AluY, inserting AluSx1 or inserting RCS). The genotyping PCR primers are listed in Supplementary Table 4.

PCR genotyping-confirmed clones were further validated using Capture-seq (see below) to confirm the genotype and to exclude the possibility of any random integration of plasmid DNA. Subsequently, Cre recombinase was transiently introduced to remove the selection marker *puro*-*ΔTK*. Cells were treated with 250 nM ganciclovir for counter-selecting *ΔTK*-negative cells as the selection marker gene-depleted cells. Following isolation of single mouse ES cell clones of *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS*^ mouse ES cells without the selection marker gene, these clones were used for downstream experiments, including in vitro differentiation assays and blastocyst injection for generating mouse models.

### Capture-seq genotyping

Capture-seq, or targeted sequencing of the loci of interest, was performed as previously described^39^. Conceptually, Capture-seq uses custom biotinylated probes to pull-down the sequences at genomic loci of interest from the standard whole-genome sequencing libraries, thereby enabling sequencing of the specific genomic loci in a much higher depth while reducing the cost.

Genomic DNA was purified from mouse ES cells or from ear punches of mice of interest using a Zymo Quick-DNA Miniprep Plus kit (D4068) according to the manufacturer’s protocol. DNA sequencing libraries compatible for Illumina sequencers were prepared following the standard protocol. In brief, 1 µg of gDNA was sheared to 500–900 base pairs in a 96-well microplate using a Covaris LE220 (450 W, 10% duty factor, 200 cycles per burst and 90-s treatment time), followed by purification with a DNA Clean and Concentrate-5 kit (Zymo Research, D4013). Sheared and purified DNA were then treated with end repair enzyme mix (T4 DNA polymerase, Klenow DNA polymerase and T4 polynucleotide kinase, NEB, M0203, M0210 and M0201, respectively), and A-tailed using Klenow 3′−5′ exo-enzyme (NEB, M0212). Illumina sequencing library adapters were subsequently ligated to DNA ends followed by PCR amplification with KAPA 2X Hi-Fi Hotstart Readymix (Roche, KR0370).

Custom biotinylated probes were prepared as bait through nick translation using BAC DNA and/or plasmids as the template. The probes were prepared to comprehensively cover the entire locus. We used BAC lines RP24-88H3 and RP23-159G7, purchased from BACPAC Genomics, to generate bait probes covering the mouse *Tbxt* locus and about 200 kb flanking sequences in both upstream and downstream regions. The pooled whole-genome sequencing libraries were hybridized with the biotinylated baits in solution and purified using streptavidin-coated magnetic beads. Following pull-down, DNA sequencing libraries were quantified using a Qubit 3.0 Fluorometer (Invitrogen, Q33216) with a dsDNA HS Assay kit (Invitrogen, Q32851). The sequencing libraries were subsequently sequenced on an Illumina NextSeq 500 sequencer in paired-end mode.

Sequencing results were demultiplexed using Illumina bcl2fastq (v.2.20), requiring a perfect match to indexing BC sequences. Low-quality reads or bases and Illumina adapter sequences were trimmed using Trimmomatic (v.0.39). Reads were then mapped to the mouse genome (mm10) using bwa (v.0.7.17). The coverage and mutations in and around the *Tbxt* locus were checked through visualization in a mirror version of the UCSC Genome Browser.

### Mouse experiments and generating *Tbxt*^*Δexon6/+*^ mice

All mouse experiments were performed following NYULH’s animal protocol guidelines and performed at the NYU Langone Health Rodent Genetic Engineering Laboratory. Mice were housed in the NYU Langone Health BSL1 barrier facility in a 12-h light to 12-h dark cycle, with ambient temperature and humidity conditions. All experimental procedures were approved by the Institutional Animal Care and Use Committee at NYU Langone Health. Wild-type C57BL/6J (strain 000664) mice were obtained from The Jackson Laboratory.

The *Tbxt*^*Δexon6/+*^ heterozygous mouse model was generated through zygotic microinjection of CRISPR reagents into wild-type C57BL/6J zygotes (Jackson Laboratory strain 000664), adapting a previously published protocol^57^. In brief, *Cas9* mRNA (MilliporeSigma, CAS9MRNA), synthetic guide RNAs and single-stranded DNA oligonucleotide were co-injected into 1-cell stage zygotes following the described procedures^57^. Synthetic guide RNAs were ordered from Synthego as their custom CRISPRevolution sgRNA EZ kit, with the same targeting sites as used in the CRISPR deletion experiment of mouse ES cells (AUUUCGGUUCUGCAGACCGG and CAAGAUGCUGGUUGAACCAG). The co-injected single-stranded DNA oligonucleotide is the same as described above. Injected embryos were then in vitro cultured to the blastomeric stage, followed by embryo transferring to the pseudopregnant foster mothers. Following zygotic microinjection and transferring, founder pups were screened based on their abnormal tail phenotypes. DNA samples were collected through ear punches at about day 21 for PCR genotyping and Capture-seq validation to exclude off-targeting at the *Tbxt* locus.

After confirming the genotype, *Tbxt*^*Δexon6/+*^ founder mice were backcrossed with wild-type C57B/6J mice for generating heterozygous F_1_ mice. Owing to the varied tail phenotypes, intercrossing between F_1_ heterozygotes were performed in two categories: type 1 intercrossing included at least one parent having no tail or a short tail, whereas type 2 intercrossing were mated between two long-tailed F_1_ heterozygotes (Table 1). As summarized in Table 1, both types of intercrossing produced heterogeneous tail phenotypes in F_2_ *Tbxt*^*Δexon6/+*^ mice, thereby confirming the incomplete penetrance of tail phenotypes and the absence of homozygotes (*Tbxt*^*Δexon6/Δexon6*^). Adult mice (>12 weeks) were anaesthetized for X-ray imaging of vertebra using a Bruker In-Vivo Xtreme IVIS imaging system. To confirm the embryonic phenotypes in homozygotes, embryos were dissected at E11.5 gestation stage from the timed pregnant mice using a standard protocol.

### Generating *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS2*^ mice

The engineered *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS*^ mouse ES cells were injected into either C57BL/6J-albino (Charles River Laboratories, strain 493) blastocysts for chimeric F_0_ founder mice or injected into B6D2F1/J (a F_1_ hybrid between C57BL/6J female and DBA/2J male, Jackson Laboratory strain 100006) tetraploid blastocysts for homozygote F_0_ founder mice production. The tetraploid complementation strategy aimed to generate homozygous mice with the proposed genotype in the F_0_ generation^58^. Through multiple trials of injection using both mouse ES cell lines, we achieved only one *Tbxt*^*insASAY/insASAY*^ F_0_ founder mouse (male) but none for the *Tbxt*^*insRCS*^ mouse. However, during genotype screening for *Tbxt*^*Δexon6/+*^ founder mice, we serendipitously identified a male grey mouse that incorporated a heterozygous insertion in intron 5. Genotype analysis revealed that the insertion was a 220 bp DNA sequence from intron 6 of *Tbxt* (chromosome 17: 8439335–8439554, mm10), inserted in a reverse complementary scenario into intron 5 at a designed CRISPR targeting site (chromosome 17: 8438386, mm10). The inserted sequence insRCS2 in intron 5 therefore forms a 220 bp inverted complementary sequence pair with its original sequence in intron 6 (chromosome 17: 8439335–8439554, mm10), resembling the designed *Tbxt*^*insRCS*^ and *Tbxt*^*insASAY*^ gene structures. This genotype was therefore called *Tbxt*^*insRCS2*^. Capture-seq genotyping of this *Tbxt*^*insRCS2/+*^ mouse confirmed that the *Tbxt*^*insRCS2*^ allele is in the C57BL/6 background, whereas the wild-type *Tbxt* locus of the *Tbxt*^*insRCS2/+*^ founder mouse is from the DBA/2J background. This *Tbxt*^*insRCS2/+*^ mouse was therefore backcrossed to C57BL/6 wild-type mice and further intercrossed between F_1_ heterozygotes to produce homozygotes (*Tbxt*^*insRCS2/insRCS2*^) in the F_2_ generation. Capture-seq analysis of *Tbxt*^*insRCS2/insRCS2*^ mice confirmed their C57BL/6 background at the *Tbxt* locus (Extended Data Fig. 8). We also compared the tail phenotypes in age-matched C57BL/6 and DBA/2J mice and found no difference (data not shown), which suggested that any genetic background difference between the two strains does not affect tail length. The *Tbxt*^*insRCS2*^ mice (both heterozygotes and homozygotes) were therefore used for the analysis of tail phenotypes.

The *Tbxt*^*insASAY*^ and *Tbxt*^*insRCS2*^ founder mice, both male, were separately backcrossed to wild-type C57B/6J mice for generating heterozygous F_1_ pups, followed by intercrossing between F_1_ heterozygotes to generate homozygotes in F_2_ generation. With all genotypes available, mouse tail lengths were measured monthly across genotypes and sex groups. Additionally, two types of breading pairs, *Tbxt*^*insRCS2/+*^ × *Tbxt*^*Δexon6/+*^ and *Tbxt*^*insRCS2/insRCS2*^ × *Tbxt*^*Δexon6/+*^, were performed across different founder lines of *Tbxt*^*Δexon6/+*^ mice to analyse tail phenotypes in their offspring. These results are summarized and presented in Table 2.

To analyse the isoform expression patterns of mouse *Tbxt* in the embryonic tailbud region, wild-type, heterozygote and homozygote embryos from intercrossing experiments (*Tbxt*^*insRCS2/+*^ × *Tbxt*^*insRCS2/+*^, *Tbxt*^*insASAY/+*^ × *Tbxt*^*insASAY/+*^) were dissected at the E10.5 gestation stage. The tailbud for each embryo was collected for isolating total RNA, and together with embryonic tissue for gDNA to be used for genotyping. These results are presented in Fig. 4e.

### Splicing isoform detection

Total RNA was collected from undifferentiated and differentiated cells of both human and mouse ES cells, and from embryonic tailbud samples, using a standard column-based purification kit (Qiagen RNeasy Kit, 74004). DNase treatment was applied during RNA extraction to remove any potential DNA contamination. Following extraction, RNA quality was assessed through electrophoresis based on ribosomal RNA integrity. Reverse transcription was performed using 1 µg of high-quality total RNA for each sample and a High-Capacity RNA-to-cDNA kit (Applied Biosystems, 4387406). DNA oligonucleotides used for RT–PCR and/or quantitative RT–PCR are listed in Supplementary Table 1.

### Transcriptomics analyses in differentiated mouse ES cells

Total RNA samples isolated from day-1 in vitro-differentiated mouse ES cell lines across wild-type, *Tbxt*^*insASAY/insASAY*^, *Tbxt*^*Δexon6*/*+*^ and *Tbxt*^*Δexon6*/*Δexon6*^ genotypes were used for bulk RNA sequencing analysis. RNA samples were prepared using a standard column-based purification kit (Qiagen RNeasy kit, 74004). Two biological replicates were prepared for each mouse ES cell genotype, with the two *Tbxt*^*Δexon6*/*Δexon6*^ mouse ES cell samples coming from different clones. 

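Replicates of a genotype varied more than sampling of reads alone gives, and the *Tbxt* Δexon6*/*Δexon6 clones varied the most. The chi-square of the 2 libraries' counts divided by its degrees of freedom, which is 1 for sampling noise alone, was 2.8 for *Tbxt* insASAY/insASAY, 3.46 for *Tbxt* Δexon6*/*+, 3.47 for wild-type and 11.4 for *Tbxt* Δexon6*/*Δexon6
replicates. Of 12837 genes with a mean of at least 2 CPM, 40 differed by more than 1 on the log2 scale between the *Tbxt* Δexon6*/*Δexon6 clones. That number was 10 in wild-type, 10 in *Tbxt* Δexon6*/*+ and 6 in *Tbxt* insASAY/insASAY replicates. The Pearson correlation of log2 CPM between replicates, across genes, was 0.9921 to 0.9954.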

RNA sequencing libraries were prepared using a NEBNext Ultra II Directional RNA Library Prep kit (NEB, E7765L) through its polyA mRNA sequencing workflow by using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490L).

Raw sequencing reads were mapped to the mouse genome (mm10) with STAR (v.2.7.2a) aligner^59^. 

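In the 7 libraries whose count files open with STAR's summary lines, 26.2% to 29.0% of the reads were not counted on a gene. Reads without a match in the genome made up 14.9% to 18.0%, and reads with several matches 5.43% to 6.42%. Another 3.8% to 4.8% matched no annotated gene on the counted strand, and 1.58% to
1.67% matched more than 1 gene and were left out of the counts. The file of wild-type replicate 1 lacks these lines. Gene identifiers were paired with symbols from GENCODE M21, which holds 48058 of the 48440 identifiers. The paper's text does not name the annotation release used for the counts.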

The resultant strand-specific read counts of all samples were integrated into a matrix for downstream analysis. Differentially expressed genes were detected using DESeq2 (v.1.40.2)^60^, using its default two-sided Wald test with the cut-off of log_2_(fold expression change) > 0.5 and multiple test-adjusted *P* value < 0.05. 

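With the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 2167 of 17049 genes were differentially expressed in *Tbxt* Δexon6*/*Δexon6 cells against wild-type, 1044 higher and 1123 lower. In *Tbxt* Δexon6*/*+ cells 2299 genes were called, 1125 higher and 1174
lower. In *Tbxt* insASAY/insASAY cells 3639 genes were called, 1960 higher and 1679 lower. An unadjusted p under 0.05 was reached by 7741, 7088 and 9155 genes. The TREAT test, which asks for a change beyond a log2 fold change of 0.5, left 267, 775 and 1215 genes and moved these numbers the most. Without *Tbxt* Δexon6*/*Δexon6 replicate 2, 1463 of
the 2167 genes kept their direction and a log2 fold change past 0.5. Of the 5529 genes called in any comparison, 383 were called in all 3, with 142 higher and 148 lower throughout and 93 in different directions.
*Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells shared 1583 called genes, 1561 of them in the same direction, *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells 575 (440 in the same direction), and *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells 801 (601 in the same direction). As many top genes of simulated unchanged groups with shared controls had 838 to 912, 593 to 690 and 874 to 969 genes in common. Only *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells shared more than that. These simulated lists hold chance values alone, and at the thresholds used here at most 2 simulated genes were called in any pair. The simulations therefore cannot decide whether the other pairs of lines shared real changes.
The gene with the largest rise in *Tbxt* Δexon6*/*Δexon6 cells, among those with at least 2 CPM, was *Zfp882*, which overlaps *Zfp617* on the same strand, with a log2 fold change of 2.45 (standard error 0.391). *Capn11* (chromosome 17, 45630204 to 45659325) rose from 2.13 ± 0.15 to 9.76 ± 2.64 CPM (SD, n = 2) in *Tbxt* Δexon6*/*Δexon6 cells, a log2 fold change of 2.20 (standard
error 0.2, adjusted p = 2.51e-05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Fgf4* (chromosome 7, 144847367 to 144865243) was lower in every mutant line, by log2 fold changes of -2.33 in *Tbxt* Δexon6*/*Δexon6, -1.68 in *Tbxt* Δexon6*/*+ and -1.81 in *Tbxt* insASAY/insASAY cells (standard errors 0.184, 0.173 and 0.173). *Slc22a18*, an imprinted gene beside *Cdkn1c* on chromosome 7, had a log2 fold change of -2.77 in *Tbxt* Δexon6*/*Δexon6 cells (standard
error 0.22, adjusted p = 8.14e-06 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of -0.37 and 0.04 in *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells. *Fgfbp3* (chromosome 19, 36917550 to 36919615) rose from 24.2 ± 2.25 to 171 ± 1.28 CPM (SD, n = 2) in *Tbxt* Δexon6*/*+ cells, a log2 fold change of 2.82 (standard error 0.068, adjusted p = 7.05e-11 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), against 0.58 in *Tbxt* Δexon6*/*Δexon6 and -0.18 in
*Tbxt* insASAY/insASAY cells. *Foxb1* (chromosome 9, 69757710 to 69760940) was higher in every mutant line, with log2 fold changes of 3.00 in *Tbxt* Δexon6*/*+, 2.70 in *Tbxt* insASAY/insASAY and 2.04 in *Tbxt* Δexon6*/*Δexon6 cells (standard errors 0.299, 0.305 and 0.328). *Plaur* (chromosome 7, 24462484 to 24475968) had a log2 fold change of -2.31 in *Tbxt* Δexon6*/*+ cells (standard error 0.103, adjusted p = 1.74e-08 by
the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Neurog3* (chromosome 10, 62133090 to 62134763) rose from 0.895 ± 0.266 to 9.2 ± 0.334 CPM (SD, n = 2) in *Tbxt* insASAY/insASAY cells, a log2 fold change of 3.35 (standard error 0.339, adjusted p = 1.04e-05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Adm* (chromosome 7, 110627661 to 110629820) had a log2 fold change of -2.59
in *Tbxt* insASAY/insASAY cells (standard error 0.287, adjusted p = 1.87e-05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).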

The top 500 variable genes from DESeq2 across all samples were used to perform principal component analysis. 

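With DESeq2's variance-stabilized counts and the 500 most variable genes, the first principal component held 66.9% of the variance, the second 22.3% and the third 8.44%. Each further component held at most 0.771%.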

The *Tbxt* target genes were obtained from a previous publication^41^, defined by significant *Tbxt* ChIP–seq peak signals detected in in vitro-differentiated mouse ES cells. The set of *Tbxt* target genes was intersected with the significant differentially expressed genes identified in each mutant sample compared with the wild-type controls, and these were aggregated to generate the overall set of differentially expressed *Tbxt* target genes across the analysed mouse ES cell lines. These differentially expressed *Tbxt* target genes were visualized using a heatmap, with the log_10_-transformed normalized transcript matrix followed by *z* score standardization across samples.

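The *Tbxt* targets called in *Tbxt* Δexon6*/*+ cells include many of chromosome 3. Of 44 targets on this chromosome, 35 were called. Of the 2299 genes called in *Tbxt* Δexon6*/*+ cells, 306 (13.3%) lie on chromosome 3, which holds 848 of the tested genes (4.97%). The median log2 fold change of these 848 genes was 0.32 in *Tbxt* Δexon6*/*+ cells, and 0.32 in each *Tbxt* Δexon6*/*+ library on its own. In 10000 random lists of as many genes with similar expression the median ran
from -0.05 to 0.04. Over the 604 genes from 51685907 to 135888572 of GRCm38 the median was 0.45, and over the 93 genes from 136670124 to 159938664 it was -0.57. In *Tbxt* insASAY/insASAY cells the same genes had medians of -0.01 and -0.02, and in *Tbxt* Δexon6*/*Δexon6 cells -0.01 and 0.03, all inside the range of the random lists. The boundaries were
drawn from *Tbxt* Δexon6*/*+ replicate 1 alone, and in *Tbxt* Δexon6*/*+ replicate 2 the medians were 0.44 and -0.55. Without the genes of chromosome 3, an alternative chosen after seeing the data, 1965 genes and 166 targets were called in *Tbxt* Δexon6*/*+ cells.

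**Figure D4:**
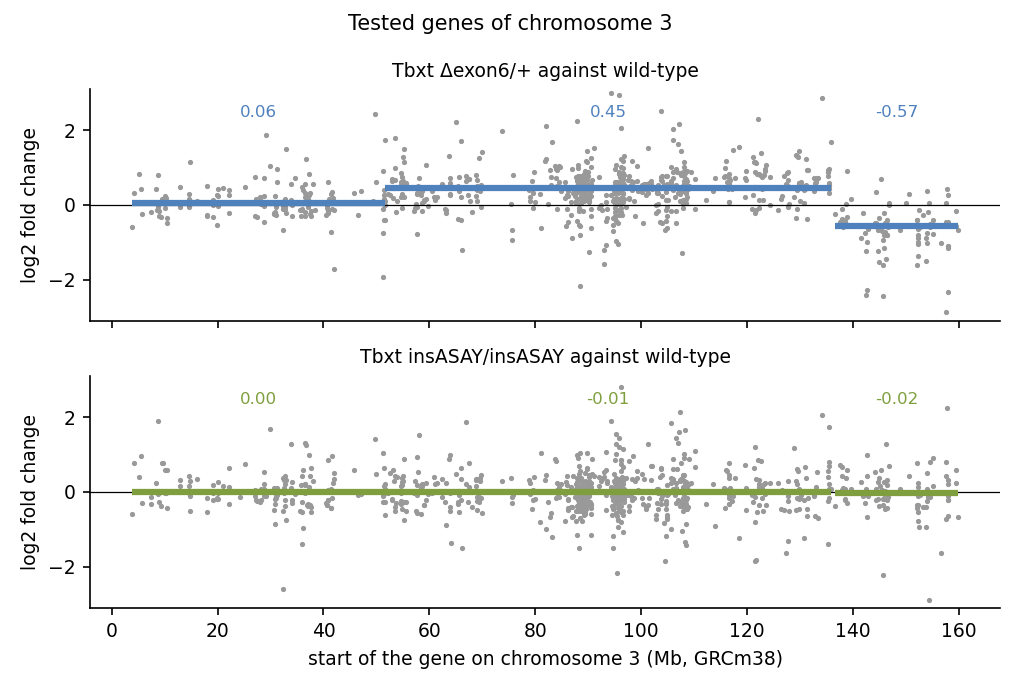
Log2 fold change against wild-type (vertical axis) of each of the 848 tested genes of chromosome 3 by its start position in Mb on GRCm38 (horizontal axis), in *Tbxt* Δexon6*/*+ cells above and *Tbxt* insASAY/insASAY cells below; lines are medians over 3

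stretches of the chromosome. The medians are 0.06, 0.45 and -0.57 in *Tbxt* Δexon6*/*+ cells and between -0.02 and 0 in *Tbxt* insASAY/insASAY cells.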

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07095-8.

### Supplementary information

Supplementary Tables This file contains Supplementary Tables 1–4.

Reporting Summary

Supplementary Data 1 Summary of hominoid-specific variants in tail-development-related genes. The file includes a list of genes with documented mouse mutants presenting tail phenotypes in the MGI database (Methods).

Supplementary Data 2 Hominoid-specific SNVs detected in the 140 genes.

Supplementary Data 3 Hominoid-specific insertions detected in the 140 genes.

Supplementary Data 4 Hominoid-specific deletions detected in the 140 genes.

Supplementary Data 5 Processed RNA sequencing results of in vitro-differentiated mouse ES cell lines.

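Supplementary Data 5 holds the numbers of reads per gene for the 8 libraries, TPM values, the *Tbxt* target genes and the authors' tables of differentially expressed genes. The supplement's counts could be compared for part of the genes. All of the compared counts equal the counts on the opposite strand in each of the 8 libraries. The target list has 431 entries, 1 of them a repeat, and 13 of its genes have another symbol in GENCODE M21. The authors' table for *Tbxt* Δexon6*/*Δexon6 cells has 1196 genes, of which 1099 were compared here, 681 higher and 418 lower. Of these 1099 genes 1077 (98%) were also called here, all in the same direction. The other genes of the table were not compared, so this share does not cover the whole table.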

## Data Availability

Raw and processed sequencing data in the manuscript have been deposited into the Gene Expression Omnibus database under accession number GSE252279.

How the deposited data were processed for this re-analysis (not part of the article)

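Gene expression was measured by RNA sequencing in mouse ES cells at day 1 of in vitro differentiation, in 8 libraries. Wild-type, *Tbxt* Δexon6*/*Δexon6, *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells were sequenced with 2 libraries each. The 2 *Tbxt* Δexon6*/*Δexon6 libraries come from different clones, and the paper's text does not say whether the replicates of the other lines come
from 1 clone or more. The genotype of each library was taken from its label, and the homozygosity of the insertion from the paper's methods.

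The authors mapped the reads to mm10 (GRCm38) with STAR 2.7.2a and deposited its count of reads on each gene, as whole numbers without normalization or filter. Each of the 8 files gives 3 columns of counts: reads without regard to strand, reads on the strand of the first read and reads on the opposite strand. The opposite-strand counts were used, since the kit reads that
strand and these counts equal those of Supplementary Data 5 for all 1999 genes compared. STAR's 4 summary lines, present in 7 of the files, were left out of every test. Reads on genes ran from 24618587 to 28445952 per library, with medians of 28012331.5 in wild-type, 26077838 in *Tbxt* Δexon6*/*Δexon6, 25487273.5 in *Tbxt* Δexon6*/*+ and 26587768.5 in *Tbxt* insASAY/insASAY libraries. The counts of a gene such as *Tbxt*, 22 to 54
reads per library, limit the precision of its fold changes, and genes that fail the filter on low counts were given no fold change. Symbols and coordinates were taken from GENCODE M21 on GRCm38.

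Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), a quasi-likelihood fit of all 8 libraries with 1 coefficient per genotype, and Benjamini-Hochberg adjustment over the 17049 tested genes. The 3 mutant lines were compared with wild-type and with each other, 6 comparisons in all. A gene was called
at an adjusted p under 0.05 and a log2 fold change past 0.5 in size. These thresholds are those of the paper, whose authors used DESeq2 1.40.2. DESeq2 1.42.0 was used here as an alternative, for the variance-stabilized counts and for the 500 most variable genes. CPM use TMM-scaled library sizes, and log2 CPM a prior count of 2. The steps were
tested on simulated counts with the depths of the real libraries. There DESeq2 called 148 of 200 changed genes, and for genes changed in 2 of 4 groups and called against both others edgeR called 153 of 200 with 0 others. A shift of 0.5 planted in a list of 22 genes was found with no other list, and medians of shifted stretches of a chromosome came within 0.00823 on the log2 scale, with boundaries within 8 genes.

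The genes named in the text follow a rule. *Tbxt*, *Wnt3a*, *Msgn1* and *Mixl1*, which the paper names, are reported whatever their values. For each mutant line against wild-type, up to 3 genes with the largest rise and 3 with the largest fall are named among the *Tbxt* targets and among all tested genes. They must pass both thresholds, have a mean of at least 2 CPM, and
have both mutant libraries on the same side of both wild-type libraries. Of a gene list that passes its set test, up to 3 members with the smallest adjusted p may be named. Genes named outside this rule are marked as chosen after their values were seen.

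Gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01 on voom weights). The 27 tests cover 9 lists in 3 comparisons: the tail-development genes of Supplementary Data 1, and lists of primitive streak and mesoderm, naive pluripotency, formative and primed pluripotency, neural progenitor, canonical Wnt target, embryonic fibroblast (feeder), imprinted and p53 target genes
that were written before the data were examined. Medians of chromosomes and of lists were set against 10000 random lists matched on mean expression in 20 classes. Each chromosome was also divided into 3 runs of at least 30 genes on the first replicate of a line. Correlations of log2 fold changes were set against 20 simulations of unchanged groups. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9
was used for tables and plots.

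The main tests, the naming rule and most alternatives were chosen before the data were examined. Those alternatives were DESeq2's Wald test with and without a minimum mean of 1 CPM, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, unstranded counts, a fit of only the 2 groups compared, replicate number as a block, the TREAT test, leaving out each library, other wild-type controls for
correlations, other measures of distance, and fry or an estimated correlation for the gene lists. Alternatives chosen after seeing the data were DESeq2 with only 2 groups and its default filtering level of 0.1, leaving out the genes of chromosome 3, and offsets that remove each library's trend on GC content and exon length. Isoforms were not analysed here, since counts per gene do not separate them.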

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

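All 4 tests of the explanations in this part, those on chromosome 3 and on imprinted genes, were chosen only after the result was seen.

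In *Tbxt* Δexon6*/*+ cells, genes on chromosome 3, a chromosome that the paper does not discuss, moved together against wild-type. The median log2 fold change was 0.454 over the 604 tested genes from 51685907 to 135888572 and -0.573 over the 93 genes from 136670124 to 159938664, outside the ranges of random lists (-0.056 to 0.058 and -0.148 to 0.141). Over the 151 genes before them it was 0.059, inside the range of -0.126 to 0.114. Of the 604 genes 84.6% were higher, and
of the 93 genes 86% were lower. The boundaries came from *Tbxt* Δexon6*/*+ replicate 1, and in replicate 2 the shares were 81.8% and 87.1%. Whole chromosome 3 had a median of 0.3243 in *Tbxt* Δexon6*/*+ cells. The medians of the other 62 pairs of chromosome and comparison ran from -0.06 to 0.44. The highest, on chromosome Y in *Tbxt* Δexon6*/*Δexon6 cells, covers 10 genes and was inside its random range of -0.661 to 0.664. The 9 medians outside their random ranges ran only from -0.054 to 0.0761. Stretches drawn in the same way on the other chromosomes and lines, 177 in all, had medians from -0.534 to 0.741 in replicate 2, with up to 96.7% of genes one way, so the medians on chromosome 3 are not extreme by size alone. The 4 of these stretches with medians further from 0 than 0.444, the value of the 604 genes in *Tbxt* Δexon6*/*+ replicate 2, hold 30 genes each, the fewest allowed. Of the other stretches with at least 93 genes, the median furthest from 0 was 0.238. GC content and gene length were argued against as the whole cause, because with each library's trend on both removed the medians were 0.452 and -0.645. Depth and normalization act on
all chromosomes alike, and *Tbxt* Δexon6*/*+ libraries had TMM factors of 1.003 and 0.9945. Expression of both isoforms was argued against by *Tbxt* insASAY/insASAY cells, which also express both and had medians of -0.012 and -0.017 over the same genes. A change in the number of copies of parts of chromosome 3 in the *Tbxt* Δexon6*/*+ cells is a candidate explanation that stays open. A gain of 1 copy in every cell would give 0.585 and a loss -1, both further from 0 than the medians. The test asked that at least 4 in 5 genes shift the same way in *Tbxt* Δexon6*/*+ replicate 2 in low, middle and highly expressed genes alike, and the lowest share was 71%. Noise in single libraries lowers such a share, so missing the mark does not argue against a change of copies. The medians of the 3 classes in replicate 2 ran from 0.381 to 0.499 over the 604 genes and from -0.404 to -0.566 over the 93 genes. Counts of RNA hold no measure of DNA copies, so a change of copies in part of the cells cannot be told apart from regulation along the chromosome. The number of *Tbxt* Δexon6*/*+ clones is not stated, so the genotype and a change in 1 clone cannot be separated either. Without these genes, 1965 in place of 2299 genes and 166 in place of 198 targets were called in *Tbxt* Δexon6*/*+ cells.

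Imprinted genes, which the paper does not discuss, changed in *Tbxt* Δexon6*/*Δexon6 cells by more than random lists. The median size of their log2 fold change against wild-type was 0.55 over 47 genes, above all 10000 random lists matched on expression, whose highest value was 0.404. Some imprinted genes lie side by side, such as *Cdkn1c*, *Slc22a18* and *Phlda2* on chromosome 7. They may therefore be less independent than the genes of a random list. It was 0.541 without *Tbxt* Δexon6*/*Δexon6 replicate 2 and 0.671 without *Tbxt* Δexon6*/*Δexon6 replicate 1. Of the 47 genes 25 (53.2%) were called, against 12.7% of all tested genes. In *Tbxt* Δexon6*/*+ cells the median size was 0.279, higher than 98.63% of the
random lists, and in *Tbxt* insASAY/insASAY cells 0.31, higher than 81.38%. Whether *Tbxt* Δexon6*/*Δexon6 cells differ from the other lines in this measure was not tested. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, *Cdkn1c* had a log2 fold change of -4.10 (adjusted p = 7.24e-09), *Phlda2* of -2.01 and *Mest* of 1.24 (adjusted p = 8.26e-08 for both). Imprinted genes went both ways, so a loss of reads or of depth does not explain them. Variation between clones in culture is a candidate explanation. It was tested by the difference between
the 2 *Tbxt* Δexon6*/*Δexon6 clones over the imprinted genes, which was larger than that of 93.42% of the random lists, short of the 95% asked for. The same percentile was 91.46 between wild-type, 93.33 between *Tbxt* insASAY/insASAY and 99.46 between *Tbxt* Δexon6*/*+ replicates. Both *Tbxt* Δexon6*/*Δexon6 clones share the change, so a state inherited from a common ancestor in culture cannot be told apart from an effect of the genotype. The genotype stays open as a biological explanation and was not tested apart from the clones.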

How the results depend on the processing

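None of the log2 fold changes of single genes tested under alternatives that keep all 8 libraries changed its sign. The larger of the numbers of higher and lower genes did change in some comparisons: with DESeq2's Wald test it was 859 higher and 695 lower in *Tbxt* Δexon6*/*Δexon6 cells against wild-type (1044 and 1123 in the fit reported), and 1386 higher and 1591 lower in *Tbxt* Δexon6*/*+ against *Tbxt* Δexon6*/*Δexon6 cells (1907 and 1871). Without the TREAT test, the number of genes called against wild-type ran from 1196 to 2420 in *Tbxt* Δexon6*/*Δexon6 (2167 in the fit reported), from 1717 to 2527 in *Tbxt* Δexon6*/*+ (2299) and from 2730 to 3896 in *Tbxt* insASAY/insASAY cells (3639), and of called targets from 143 to 166, 166 to 202 and 285 to 301. With each library of a comparison left out, 1463 to 2138 of the genes called in *Tbxt* Δexon6*/*Δexon6, 2138 to 2198 in *Tbxt* Δexon6*/*+ and 3341 to 3504 in *Tbxt* insASAY/insASAY cells kept their direction
and a log2 fold change past 0.5; the lowest was without *Tbxt* Δexon6*/*Δexon6 replicate 2. The genes that set both lines with 2 isoforms apart numbered 90 to 122, and those for *Tbxt* Δexon6*/*Δexon6 with *Tbxt* insASAY/insASAY cells 650 to 926.

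The TREAT test is stricter by construction. It left 267 genes in *Tbxt* Δexon6*/*Δexon6 (141 higher and 126 lower), 775 in *Tbxt* Δexon6*/*+ and 1215 in *Tbxt* insASAY/insASAY cells against wild-type, with 29, 81 and 136 targets. Between mutant lines it left 1548 genes for *Tbxt* Δexon6*/*+ against *Tbxt* Δexon6*/*Δexon6, 134 for *Tbxt* insASAY/insASAY against *Tbxt* Δexon6*/*Δexon6 (42 higher and 92 lower) and 2192 for *Tbxt* insASAY/insASAY against *Tbxt* Δexon6*/*+ cells. DESeq2 with only 2 groups and its default filtering, chosen after seeing the data, called 1196 genes in *Tbxt* Δexon6*/*Δexon6 cells, 681 higher and 515 lower, where 1174 of them were also called in the
fit reported; the cause was not tested. For *Tbxt* insASAY/insASAY against *Tbxt* Δexon6*/*Δexon6 cells, 880 genes became 582 with DESeq2's Wald test (203 higher and 379 lower), 561 with DESeq2 and a mean of at least 1 CPM (239 and 322), and 572 in a fit of only 2 groups (252 and 320). The cause was not tested. The genes for *Tbxt* Δexon6*/*Δexon6 with *Tbxt* Δexon6*/*+ cells fell from 60 to 26 with DESeq2, and the cause was not tested.

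The log2 fold change of *Tbxt* in *Tbxt* Δexon6*/*Δexon6 cells no longer passed with DESeq2 (-0.801) or in a fit of only 2 groups (-0.813), and in *Tbxt* insASAY/insASAY cells it passed in a fit of only 2 groups (-0.594). The cause was not tested. With each library left out it ran from -1.008 to -0.628 in *Tbxt* Δexon6*/*Δexon6, from -0.143 to 0.436 in *Tbxt* Δexon6*/*+ and from -0.653 to -0.535 in *Tbxt* insASAY/insASAY cells. At 22 to 54 reads per library, the depth limits what can be said of *Tbxt*.

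For the 4 libraries with both isoforms against the other 4, 123 genes (13 higher and 110 lower) became 346 with DESeq2 (119 and 227), and the cause was not tested. With each library left out the number ran from 21 to 154 genes; it was 21 without *Tbxt* Δexon6*/*Δexon6 replicate 1, 32 and 25 without wild-type replicates 1 and 2, 50 without *Tbxt* insASAY/insASAY replicate 1, and 31 without either *Tbxt* Δexon6*/*+ replicate. With replicate number as a block it was 41 (1 higher and 40 lower). Replicate numbers are shared by the 4 genotypes in the labels, but the correlation of the deviations of same-numbered libraries from their group means ran
from -0.00971 to 0.0494 over the 6 pairs of genotypes, so the numbers do not pair the libraries. With the block, 2135 genes were called in *Tbxt* Δexon6*/*Δexon6 cells, and 11 of 27 gene list tests passed.

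The ratio of the differences between genotypes to those between replicates, 4.84 over the 500 most variable genes, was 2.11 on log2 CPM and 2.72 over all tested genes. Correlations of log2 fold changes fell where each line had a different wild-type library as its control, as they must when chance values are no longer shared: to 0.0893 and 0.141 for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+, 0.598 and 0.604 for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY, and 0.156 and 0.113 for *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells. Over the targets alone, with shared wild-type libraries, they were 0.184 for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+, 0.808 for *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY, and 0.306 for *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells, where simulations of unchanged groups gave at most 0.654, 0.728 and 0.64. For *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells
the value was 0.223 with at least 10 counts in every library and 0.246 on unstranded counts. The cause of these shifts was not tested. Of 27 gene list tests, 10 passed with camera, 21 with fry and 0 with an estimated correlation, which changes how far the genes of a list count as independent. The median of chromosome 3 in *Tbxt* Δexon6*/*+ cells, 0.3243, was 0.3313 with DESeq2's size factors and 0.3193 on unstranded counts, and 0.3168 to 0.3313 with each library left out; the cause was not tested.

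Of 177 values of single genes under other alternatives, 176 kept their direction and side of the threshold, and *Mixl1* in *Tbxt* Δexon6*/*Δexon6 cells passed only with the block. With a library left out, 29 of 144 values for 26 genes and comparisons moved by more than the spread between replicates. Of 105 single gene list tests under alternatives chosen before, 83 kept their side, 10 no longer passed and 12 passed newly. Without the genes of chromosome 3, 2 of 21 no longer passed. Of 186 medians of other chromosomes, 64 moved.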

Differences from the paper's values

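The paper's table in Supplementary Data 5 holds 1196 differentially expressed genes for *Tbxt* Δexon6*/*Δexon6 cells against wild-type, and 2167 were called here. Of the alternatives set before the data were examined, DESeq2's Wald test on all 8 libraries (1554 genes) and DESeq2's Wald test on genes with a mean of at least 1 CPM (1516 genes) came within 1.5 times the paper's number. DESeq2's size factors in edgeR (2170), no filter on low counts (2420), at least 10 counts in every library (1990), unstranded counts (2195), a fit of only
the 2 groups compared (1811), the replicate block (2135) and the TREAT test (267) did not. DESeq2 with only the 2 groups compared and its default filtering level of 0.1, which was chosen after seeing the values, called 1196 genes, among them all 1099 genes of the paper's table that were compared. The same setting called 1721 genes in *Tbxt* Δexon6*/*+ cells, the paper's number, where 2299 were called here.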

Other observations

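Of the 9 tests in this part, at least 6 were chosen only after their result or values of genes behind it were seen. They include the tests on reads lost with exon 6, on primitive streak cells and on feeder cells. The others are the test on the stage of exit from pluripotency and both tests on the *Tbxt* Δexon6*/*Δexon6 clones. The test on GC content and exon length used offsets that were also chosen after seeing the data. The numbers of called genes and the correlations across genes had been seen before the explanations were written down.

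The genes named by the paper had few reads at this stage. *Wnt3a* had 2 to 9 reads per library and *Msgn1* 0 to 2, and neither was tested. *Mixl1*, a *Tbxt* target, had 5 to 29 reads. Its log2 fold change was 1.88 in *Tbxt* insASAY/insASAY cells (standard error 0.546, adjusted p = 0.0126 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 1.55 in *Tbxt* Δexon6*/*Δexon6 cells (standard error 0.576, adjusted p = 0.0524) and 0.21 in *Tbxt* Δexon6*/*+ cells (standard error 0.708, adjusted p = 0.857). It was 0.55 without *Tbxt* Δexon6*/*Δexon6 replicate 2 in *Tbxt* Δexon6*/*Δexon6 cells, and in *Tbxt* Δexon6*/*+ cells 0.45 without wild-type replicate 1 and 0.02 without wild-type replicate 2.

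*Tbxt* was lower in *Tbxt* Δexon6*/*Δexon6 cells. The loss of exon 6 alone, 8.5% of the transcript, would take away 0.128 on the log2 scale. The fall went beyond that by 2.48 standard errors, which argues against lost reads as the whole cause, although without *Tbxt* Δexon6*/*Δexon6 replicate 2 the log2 fold change was only -0.628. Fewer cells of the primitive streak type could also lower *Tbxt*. The list of primitive streak and mesoderm genes without *Tbxt*, 13 genes, had a p of 0.262 (limma camera) and a median log2 fold change of -0.10, with 5 genes higher and 8 lower. With *Tbxt* the list passed under fry (adjusted p = 0.0173 with Benjamini-Hochberg adjustment). As its members went both ways this cannot be told apart from a change of *Tbxt* within cells, and an effect of the genotype stays open.

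The 4 libraries of *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells were tested against the 4 of wild-type and *Tbxt* Δexon6*/*Δexon6 cells. This split gave 123 genes, 13 higher and 110 lower, and 2216 genes at an unadjusted p under 0.05. Of the 35 splits of the 8 libraries into 4 and 4, 2 gave as many genes. The other split as large sets *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells against wild-type and *Tbxt* Δexon6*/*+ cells and gave 2482 genes. Only 3 of the splits keep each genotype whole. The third, wild-type and *Tbxt* insASAY/insASAY cells against *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells, gave 1 gene. Every split that separates replicates gave 0 genes, since a genotype then lies on both sides. Libraries of 1 genotype are not independent in any split. With 3 splits to compare, the test cannot decide whether the 123 genes of the split by isoforms stand out. The number also rested on single libraries, with 21 genes without *Tbxt* Δexon6*/*Δexon6 replicate 1,
32 and 25 without wild-type replicates 1 and 2, 50 without *Tbxt* insASAY/insASAY replicate 1 and 31 without either *Tbxt* Δexon6*/*+ replicate.

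The number of differentially expressed genes was weighed against 3 explanations. With each library's trend on GC content and exon length removed, 87.7% of the called genes in *Tbxt* Δexon6*/*Δexon6, 87.1% in *Tbxt* Δexon6*/*+ and 89.6% in *Tbxt* insASAY/insASAY cells were still called in the same direction, which argues against these trends as the whole cause. Feeder fibroblasts in some libraries were weighed because the insertion was made in cells on feeders and the deletion was not. With camera the feeder list passed only in *Tbxt* insASAY/insASAY cells, where it fell (under fry it passed in *Tbxt* Δexon6*/*Δexon6 and *Tbxt* Δexon6*/*+ cells as well, adjusted p = 0.0116 and 0.044). An excess of feeder cells in *Tbxt* insASAY/insASAY over wild-type libraries would raise the list. Its fall there (median -0.65, 10 of 13 lower) argues against such an excess in these libraries. Of the genes called in *Tbxt* insASAY/insASAY cells, 53.9% were higher. That share was 48.2% to 54% over the 6 comparisons, and scaling centres the fold changes in each of them. The share therefore cannot decide on a loss of fibroblasts, which stays open as a part of the cause. The collagen genes *Col1a1*, *Col1a2* and *Col3a1*, of which *Col1a2* and *Col3a1* are outside the naming rule and were chosen after counts of *Col1a1* and *Col3a1* were seen, were low, with means of 9, 4.99 and 0.3 CPM. In no comparison did all 3 move by more than 1; in *Tbxt* insASAY/insASAY cells their log2 fold changes were -1.32, -0.71 and -1.79. A different stage of exit from pluripotency stays open. The naive list fell in every mutant line, but with camera the formative and primed list passed only in *Tbxt* Δexon6*/*+ cells (adjusted p = 0.0405 by limma camera with Benjamini-Hochberg adjustment; under fry it passed in *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells as well, adjusted p = 0.0404 and 0.00466), and its adjusted p was 0.0942 without the genes of chromosome 3, which hold *Lef1*. Over its other alternatives the adjusted p
ran from 0.00227 with fry to 0.323 with an estimated correlation. A difference in stage cannot be told apart from the genotype, since each line was sampled at 1 day. The comparisons also share their wild-type libraries, so a difference in these libraries alone could lower the naive list in every line.

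Of the gene list tests by limma camera with Benjamini-Hochberg adjustment, 10 of 27 passed an adjusted p under 0.05; all 10 held under fry and none under an estimated correlation. Naive pluripotency genes (14) were lower in *Tbxt* Δexon6*/*Δexon6 (median log2 fold change -0.97, 12 of 14 lower, adjusted p = 0.000163), *Tbxt* Δexon6*/*+ (-0.67, 13 of 14 lower, adjusted p = 0.000163) and *Tbxt* insASAY/insASAY cells (-0.67, 11 of 14 lower, adjusted p = 0.0119), with *Fgf4* lower in all 3. These 3 results share their wild-type libraries and are not independent of each other. In *Tbxt* Δexon6*/*+ cells, neural progenitor genes were higher (median 0.94, 8 of 10 higher, adjusted p = 0.00364), among them *Sox1*
and *Sox11*, as were canonical Wnt targets (0.46, 11 of 14 higher, adjusted p = 0.0119) and formative and primed genes (0.36, 7 of 11 higher, adjusted p = 0.0405). The p53 targets were lower in *Tbxt* Δexon6*/*+ (median -0.21, 18 of 22 lower, adjusted p = 0.00106) and *Tbxt* insASAY/insASAY cells (-0.14, 17 of 22 lower, adjusted p = 0.0405; 0.0743 without the genes of chromosome 3). Feeder genes were lower in *Tbxt* insASAY/insASAY cells (-0.65, 10 of 13 lower, adjusted p = 0.0139). Imprinted genes were higher in *Tbxt* Δexon6*/*Δexon6 cells (0.20, 32 of 47 higher, adjusted p = 0.0119), with medians of 0.12 without *Tbxt* Δexon6*/*Δexon6 replicate 2 and 0.32 without *Tbxt* Δexon6*/*Δexon6 replicate 1. In *Tbxt* insASAY/insASAY cells their median was much the same, 0.19 with 32 of 47 higher. There the list did not pass with camera (adjusted p = 0.0523) and passed under fry (adjusted p = 0.0269). The tail-development genes (112 tested of 140) did not pass in *Tbxt* Δexon6*/*Δexon6, *Tbxt* Δexon6*/*+ or *Tbxt* insASAY/insASAY cells (adjusted p = 0.838, 0.279 and 0.11), nor did the primitive streak list (0.279, 0.838 and 0.951). These results depend on the test: under fry with Benjamini-Hochberg adjustment the tail-development genes passed in *Tbxt* Δexon6*/*Δexon6, *Tbxt* Δexon6*/*+ and *Tbxt* insASAY/insASAY cells (adjusted p = 0.0304, 0.00873 and 0.00187) and the primitive streak list in *Tbxt* Δexon6*/*Δexon6 cells (adjusted p = 0.0173). The other tests that failed had camera adjusted p values from 0.0581 to 0.931, and 11 of the tests that failed with camera passed under fry. Differences between lines in these lists were not tested.

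The lists hold few of the study's targets: 12 of the tail-development, 4 of the primitive streak, 2 of the naive, 0 of the formative, 1 of the neural, 4 of the Wnt, 0 of the feeder, 6 of the imprinted and 6 of the p53 genes. Of the tested genes of these lists, in the same order, 11, 7, 2, 3, 1, 5, 1, 2 and 0 are in another list as well.

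*Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells changed alike. Shared wild-type libraries were argued against as the whole cause, since with a different wild-type library as the control of each line the correlation across genes was 0.598 and 0.604, where 20 simulations of unchanged groups gave at most 0.0261. A contribution of 1 clone of the homozygous deletion to the similarity stays open. Only 1 of the 2 *Tbxt* Δexon6*/*Δexon6 libraries, replicate 2, was nearer to both *Tbxt* insASAY/insASAY libraries than to any library of another genotype, but this explanation was found from the same libraries, which therefore cannot settle it. The shared direction did not rest on that clone. Over the 3639 genes called in *Tbxt* insASAY/insASAY cells, with separate controls, the
change of *Tbxt* Δexon6*/*Δexon6 replicate 1 had a correlation of 0.713 with that of *Tbxt* insASAY/insASAY cells (slope 0.417), against 0.276 and 0.267 for the *Tbxt* Δexon6*/*+ libraries and 0.837 (slope 0.734) for *Tbxt* Δexon6*/*Δexon6 replicate 2. These genes were chosen for their change in *Tbxt* insASAY/insASAY cells, so the values serve only to compare the libraries. *Tbxt* Δexon6*/*Δexon6 and *Tbxt* insASAY/insASAY cells also shared the lower *Tbxt* counts, and whether this or the culture history of the lines underlies the similarity was not tested.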
